# Functional Specificity of the Members of the Sos Family of Ras-GEF Activators: Novel Role of Sos2 in Control of Epidermal Stem Cell Homeostasis

**DOI:** 10.3390/cancers13092152

**Published:** 2021-04-29

**Authors:** Fernando C. Baltanás, Cynthia Mucientes-Valdivieso, L. Francisco Lorenzo-Martín, Natalia Fernández-Parejo, Rósula García-Navas, Carmen Segrelles, Nuria Calzada, Rocío Fuentes-Mateos, Jesús M. Paramio, Xosé R. Bustelo, Eugenio Santos

**Keywords:** Sos1, Sos2, GEF, KO, Ras signaling, keratinocytes, skin homeostasis

## Abstract

**Simple Summary:**

The Sos Ras-GEFs are known to participate in a wide range of skin-related diseases including cutaneous cancers, cardio-facio-cutaneous syndromes, or hirsutism. However, the specific functional roles played by the Sos1 and/or Sos2 family members in specific skin compartments remain largely unknown. This report aimed at precisely characterizing the specific functions played by Sos1 and/or Sos2 in keratinocytes, an essential cellular component of the skin. Our data show that Sos1 and Sos2 make overlapping contributions to both keratinocyte proliferation and survival. However, Sos1 seems to have a preferential involvement in regulating the ERK axis, whereas Sos2 seems to control the signaling output from the PI3K axis. We also uncovered an essential role of Sos2 in the control of the population of epidermal stem cells.

**Abstract:**

Prior reports showed the critical requirement of Sos1 for epithelial carcinogenesis, but the specific functionalities of the homologous Sos1 and Sos2 GEFs in skin homeostasis and tumorigenesis remain unclear. Here, we characterize specific mechanistic roles played by Sos1 or Sos2 in primary mouse keratinocytes (a prevalent skin cell lineage) under different experimental conditions. Functional analyses of actively growing primary keratinocytes of relevant genotypes—WT, Sos1-KO, Sos2-KO, and Sos1/2-DKO—revealed a prevalent role of Sos1 regarding transcriptional regulation and control of RAS activation and mechanistic overlapping of Sos1 and Sos2 regarding cell proliferation and survival, with dominant contribution of Sos1 to the RAS-ERK axis and Sos2 to the RAS-PI3K/AKT axis. Sos1/2-DKO keratinocytes could not grow under 3D culture conditions, but single Sos1-KO and Sos2-KO keratinocytes were able to form pseudoepidermis structures that showed disorganized layer structure, reduced proliferation, and increased apoptosis in comparison with WT 3D cultures. Remarkably, analysis of the skin of both newborn and adult Sos2-KO mice uncovered a significant reduction of the population of stem cells located in hair follicles. These data confirm that Sos1 and Sos2 play specific, cell-autonomous functions in primary keratinocytes and reveal a novel, essential role of Sos2 in control of epidermal stem cell homeostasis.

## 1. Introduction

RAS proteins are critical signal transduction regulators that regulate cell proliferation, differentiation, migration, and survival in different cell types [1,2,3]. The Ras GTPases are able to shift between inactive (GDP bound) and active (GTP bound) states in a cycle regulated through their interaction with activating guanine nucleotide exchange factors (GEFs) that facilitate GDP/GTP exchange and deactivating GTPase activating proteins (GAPs) that multiply their intrinsic GTPase activity. Sos1 and Sos2 form the most widely expressed and functionally relevant family of GEFs involved in activation of mammalian RAS proteins by upstream cellular signals [4,5,6,7].

Despite their similar protein structures and cellular expression patterns, a variety of specific functionalities have been reported for Sos1 and Sos2 in different biological contexts [7]. Initial studies showed that Sos1 ablation in constitutive Sos1 knockout (KO) mice causes embryonic lethality [8,9], whereas adult, constitutive Sos2 KO mice are viable and fertile [10]. On the other hand, the development of a conditional tamoxifen-inducible Sos1-null mouse model allowed bypassing the embryonal lethality of Sos1-null mutants and testing of the functional specificity/redundancy of Sos1 and Sos2 in adult animals and tissues [11]. Interestingly, adult Sos1 KO or Sos2 KO mice were perfectly viable but double Sos1/2 DKO animals died very rapidly, suggesting functional redundancy between the Sos1 and Sos2 isoforms at the level of full organismal survival and homeostasis [11]. Nevertheless, a number of reports dealing with functional analysis of different biological systems in these KO animal models support the functional prevalence of Sos1 over Sos2 in physiological processes such as cell proliferation and viability, migration, inflammation, or regulation of intracellular ROS levels [12,13,14]. Likewise, a dominant role of Sos1 has also been described in various pathological processes, including the abnormal constitutive activation of NFkB in most cancer cells [15], the development of BCR-ABL-driven leukemia, and, in particular, skin homeostasis and chemically-induced skin carcinogenesis [16,17,18,19]. On the other hand, more recent reports have also described a hierarchical requirement for Sos2 to mediate cell transformation driven by mutant RAS genes and a differential involvement of Sos2 in EGF-stimulated PI3K/AKT signal transmission [20,21]. It is apparent that additional comprehensive functional studies of specific tissue/cell lineages derived from KO mouse models are needed to fully understand the specific functional roles of Sos1 and Sos2 in different physiological or pathological contexts.

A number of early reports have shown a critical involvement of the EGFR-RAS-RAF signaling in epidermal development and carcinogenesis [22,23,24]. Regarding Sos1/2 contribution to that signaling axis in the skin, it was also shown that expression of a dominant Sos1 transgene caused significant hyperproliferation of the basal keratinocyte compartment, leading to hyperplasia and development of skin papillomas with 100% penetrance, [25,26] and was also able to rescue the skin barrier defect caused by the absence of EGFR [27]. In particular, we showed that the skin of single Sos1 KO mice (but not Sos2 KO mice) presents specific structural alterations, including significantly reduced proliferation rate of epidermal keratinocytes. Interestingly, these defects are markedly worsened in the skin of Sos1/2 DKO mice, which also display an almost complete inability to repair skin wounds. Finally, single Sos1 ablation specifically delayed the onset of chemically-induced skin tumor initiation, decreased tumor growth, and prevented malignant progression of papillomas [16].

We wished to ascertain whether the functional alterations observed in the skin of Sos1- and/or Sos2-deficient mice are cell-autonomous and to further identify specific functional roles played by Sos1 or Sos2 in different cell compartments of the skin. To that end, here we examine 2D and 3D cultures of purified keratinocyte populations isolated from Sos1 KO and/or Sos2 KO mice with an aim at determining whether the defects seen in the epidermis of Sos1/2-deficient mice were keratinocyte-intrinsic or indirectly caused by dysregulation of other cell compartments in the skin and at obtaining further mechanistic clues/insight on the specific signaling contributions of Sos1 and Sos2 in keratinocytes.

Our transcriptomic and functional analyses uncovered a prevalent role of Sos1 regarding transcriptional control and control of overall RAS activation levels in keratinocytes, as well as functionally overlapping contributions of Sos1 and Sos2 regarding control of keratinocyte proliferation and survival and underlying EGFR-Ras signaling pathways, although with a preferential involvement of Sos1 in the Ras-ERK axis and Sos2 in the Ras-PI3K axis. Confirming the functional relevance of Sos2 in epidermal homeostasis, interestingly, our analysis of the skin of newborn mice also uncovered the specific critical requirement of Sos2 for epidermal homeostasis and control of the epidermal stem cell population in newborn and adult animals.

## 2. Materials and Methods

### 2.1. Animal Models

WT, Sos1 KO, Sos2 KO, and Sos1/2 DKO mouse colonies were generated and maintained as described previously [11]. Mice were kept, managed, and sacrificed in the NUCLEUS animal facility of the University of Salamanca according to current European (2007/526/CE) and Spanish (RD 1201/2005 and Law 32/2007) legislation. All experiments were approved by the Bioethics Committee of the Cancer Research Center (#417).

### 2.2. Keratinocyte Isolation and 2D or 3D Cultures

Isolation of primary keratinocytes was performed as described elsewhere [28]. P0–P2 neonates from the four relevant genotypes (WT, Sos1 KO, Sos2 KO, and Sos1/2 DKO) were euthanized and their skin removed and incubated in Keratinocyte-SFM (10725-018, Gibco) containing dispase (250 U/mL, 04942078001, Gibco) and antibiotics (penicillin/streptomycin) for 16 h at 4 °C. Next, the epidermis was mechanically separated from the dermis and placed over 400 μL of accutase (Cnt-Accutase-100, CELLnTEC) for 1 h at 37 °C. The keratinocytes were then mechanically extracted and cultured as indicated.

For 2D cultures, primary keratinocytes (1.5 × 10^6^ cells) were seeded on 10 cm dishes with KSFM medium supplemented with human recombinant EGF, bovine pituitary extract (Gibco and antibiotics (penicillin/streptomycin), and 0.5 M CaCl_2_. Sos1 depletion in Sos1 KO and Sos1/2 DKO primary keratinocytes was achieved by infecting the cells with GFP-Adeno-Cre (Ade5CMVCre-eGFP; VVC-U Iowa-1174; MOI = 2) for 72 h. To avoid off-target effects of the GFP-Adeno-Cre, both WT and Sos2 KO cells were also infected with the adenovirus under the same conditions. Original, primary keratinocyte cultures that had not yet undergone any splitting (passage 0) were used for all experiments involving expression analyses, cell cycle analysis, and studies of actively growing, steady-state keratinocyte cells. Primary keratinocyte cultures in passage 1 were used for the studies of Sos-mediated signaling upon EGF stimulation.

Three-dimensional histotypic cultures were performed as described previously [29]. Briefly, 5 × 10^5^ primary keratinocytes were seeded on 12 mm diameter cell culture plate inserts (PIHP01250 MilliCell, Millipore, Burlington, MA, USA) with KSFM medium supplemented with human recombinant EGF, antibiotics (penicillin/streptomycin), and 0.02 M CaCl_2_ and cultured for 48 h. The medium was then changed to 3D-barrier (CnT-PR-3D, CellnTec, Bern, Switzerland), and the air-lift was performed according to manufacturer’s instructions. The 3D cultures were maintained for 12 days with three changes of medium per week. Sos1 excision was achieved by adding GFP-Adeno-Cre (MOI 1.5) every 4 days. Finally, cells were fixed with PFA (4% *v*/*v*) for 16 h at 4 °C and paraffin-embedded.

### 2.3. Western Blot and Pull-Down Assays

To analyze cell proliferation, induction of apoptosis, and Sos-mediated signaling pathways at steady state, sub-confluent primary keratinocytes of the four relevant genotypes were harvested and protein lysates were obtained using RIPA buffer. To study the effect of Sos1/2 depletion on the regulation of Ras/MAPK and PI3K/AKT signaling pathways upon EGF stimulation, WT, Sos1 KO, Sos2 KO, and Sos1/2 DKO primary keratinocytes were serum-starved for 10 h and then stimulated with EGF (100 ng/mL) at both short-term (2, 5, and 10 min) and long-term (90, 180, 360, and 540 min). Measurement of expression levels of Sos proteins in normal adult skin and neonate skin was performed as follows. P2 (neonates) and P60 (adult) WT mice were sacrificed, and the hair (in adult mice) was removed, and dorsal skin was rapidly isolated and frozen. Posteriorly, the skin was mechanically chopped and homogenized using the GentleMacs^®^ dissociator (Miltenyi Biotec, Pozuelo de Alarcon, Spain) in lysis buffer (9803, Cell Signaling, Danvers, MA, USA) containing 1 mM NaF, 1 mM PMSF, and 1× of Complete^®^ (13539320, Roche Diagnostics GmbH, Mannheim, Germany). Protein concentration was determined using Bradford assay. In all cases, 30 μg total protein was loaded in electrophoresis gels, and immunoblotting was performed as previously described [13].

To determine the levels of the GTP-bound levels of Ras and Rac in primary keratinocytes, we performed pull-down assays for active Ras and Rac as previously reported [13].

Primary antibodies used were: rabbit anti-pAKT^S473^ (#4060, 1:1000, Cell Signaling, Danvers, MA, USA), mouse anti-AKT (#2920, 1:2000, Cell Signaling, Danvers, MA, USA), rabbit anti-cleaved caspase 3 (#9661, 1:1000, Cell Signaling, Danvers, MA, USA), mouse anti-pERK (sc-7383, 1:1000, Santa Cruz Biotechnology, Dallas, TX, USA), rabbit anti-ERK (sc-94, 1:1000, Santa Cruz Biotechnology, Dallas, TX, USA), rabbit anti-PCNA (#13110, 1:1000, Cell Signaling, Danvers, MA, USA), mouse anti-pP70S6K^T389^ (#9206, 1:1000, Cell Signaling, Danvers, MA, USA), rabbit anti P70S6K (#9202, 1:1000, Cell Signaling, Danvers, MA, USA), rabbit anti-pP90RSK^T359/S363^ (#9344, 1:1000, Cell Signaling, Danvers, MA, USA), mouse anti-Ras (005-516, 1:500, Millipore, Burlington, MA, USA), mouse anti-Rac1 antibody (610651; BD, San Jose, CA, USA), mouse anti-Sos1 (610096, 1:500, BD, San Jose, CA, USA), rabbit anti-Sos2 (sc-15358, 1:500, Santa Cruz Biotechnology, Dallas, TX, USA), and mouse anti-tubulin (T5293, 1:10,000, Sigma, St. Louis, MO, USA).

### 2.4. Microarray Analysis

RNA from GFP-Adeno-Cre-treated 2D-cultured primary keratinocytes of the four relevant genotypes (WT, Sos1 KO, Sos2 KO, and Sos1/2 DKO) was extracted with Nyzol and QIAGEN RNeasy Mini kit (74104, QIAGEN) following manufacturer’s recommendations. Purified RNA was hybridized to Affymetrix “Clariom S” mouse array following manufacturer recommendations. All microarray hybridization data were deposited and are available at the NCBI Gene Expression Omnibus (GEO) database. (GSE166020, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166020, accessed on 3 February 2021). R version 3.6.3 was used for statistical analyses, along with Python version 3.9 for text file processing. Signal intensity values were obtained from expression microarray CEL files after robust multichip average (RMA). Differentially expressed genes were identified using linear models for microarray data (Limma). Adjusted *p*-values for multiple comparisons were calculated applying the Benjamini–Hochberg correction (FDR). Gene Ontology and KEGG pathways enrichment analyses were performed using DAVID. Expression heatmaps were generated using the heatmap3 R package.

### 2.5. Cell Cycle Analysis

Subconfluent, GFP-Adeno-Cre-treated (72 h), 2D cultures of primary keratinocytes of the four relevant genotypes (treated in the same conditions than for microarray studies) were harvested and centrifuged for 5 min at 1300 rpm. Supernatant was removed and cells were fixed with 70% ethanol overnight in cold. After washing with PBS, primary keratinocytes were resuspended for 30 min in staining buffer containing 100 μg/mL RNase A, 0.1% Triton X-100, and 50 μg/mL Propidium Iodide in PBS and stored in dark. Fifty thousand events/sample were measured. Data were acquired on an Accuri C6^®^ (BD, San Jose, CA, USA) flow cytometer.

### 2.6. Isolation of Skin Stem Cells

This procedure was performed as previously described [30]. Briefly, the dorsal skin of WT and Sos2 KO (neonatal and adult) mice was excised, cleaned, and digested in 0.25% trypsin (ThermoFisher, 25200056, Waltham, MA, USA) overnight at 4 °C. The cell suspension was then filtered, resuspended in EMEM (Lonza, BE06-174G, Basel, Switzerland), supplemented with 15% fetal bovine serum (ThermoFisher, 10500064, Waltham, MA, USA), incubated for 30 min on ice with biotin-conjugated antibodies to CD34 (1:50, eBioscience, 13-0341-85), and subsequently with both APC-conjugated streptavidin (1:300, BD Biosciences, 554067, San Jose, CA, USA) and PE-conjugated antibodies to CD49f (1:200, MCA699PE) for 30 min. The cell suspension was then incubated with 6-diamidino-2-phenylindole (DAPI) (0.1 ng/μL, Sigma-Aldrich, D9542, St. Louis, MO, USA) for 5 min to detect and exclude dead cells. Finally, CD34/CD49f double-positive cells were isolated and quantified using a FACSAria III flow cytometer (BD Biosciences, San Jose, CA, USA) and analyzed with the FlowJo software (Ashland, OR, USA).

### 2.7. Histological Analysis

P0-P2 neonates from WT and Sos2 KO mice were sacrificed, the skin was isolated and fixed in PFA (4% *v*/*v*) for 24 h, and then paraffin-embedded. Paraffin-embedded skin samples of 3 μm thickness from P0–P2 WT and Sos2 KO mice, or samples from 3D organotypic cultures of the four genotypes (WT, Sos1 KO, Sos2 KO, and Sos1/2 DKO), were cut and stained with hematoxylin/eosin following standard procedures. Other sections were used for both immunohistochemical and immunofluorescence analyses.

For immunohistochemical studies, sections were dewaxed, microwaved in citrate buffer (pH 6), and incubated overnight with anti-Ki67 primary antibody (MAD-000310QD-3, 1:50, Master Diagnostica) at 4 °C. Sections were then incubated with the corresponding biotin-conjugated secondary antibody, followed by Vectastain Elite ABC reagent. The reaction product was visualized by incubating the sections in 0.025% 3.3′-diaminobenzidine and 0.003% H_2_O_2_ in PBS.

For immunofluorescence studies, sections were initially treated as above described. After incubation of primary antibodies, the fluorochrome-conjugated secondary antibodies were applied for 1 h at RT. Primary antibodies used for this technique were: anti-BrdU (1:1000; Accurate Chemical, New York, NJ, USA), anti-filaggrin (PRB-417P-100; 1:500, Covance, Princeton, NJ, USA), anti-loricrin (PRB-145P; 1:500, Covance, Princeton, NJ, USA), anti-keratin K5 (PRB-160P, 1:500, Covance, Princeton, NJ, USA), anti-keratin K10 (MA1-82041, 1:40, Invitrogen, Carlsbad, CA, USA). Late apoptosis was analyzed using in situ cell death fluorescein kit (11684795910, Roche Diagnostics GmbH, Mannheim, Germany) following manufacturer recommendations, and the sections were counterstained with DAPI (1:1000). The percentages of Ki67^+^ and TUNEL^+^ cells were quantified in the same area corresponding to ten different microscopy 20X fields per animal (*n* = 3/genotype) by using Image J software (v 2.0.0).

To analyze proliferation in the hair follicle, the dorsal skin of P60 WT and Sos2 KO mice was shaved. After 72 h, mice were intraperitoneally injected with BrdU (100 μg/g body weight) 1 h before sacrifice. After euthanasia, the skin was collected, fixed in 4% PFA overnight at 4 °C, and paraffin embedded. The number of BrdU^+^ cells per follicle was determined in the same area corresponding to ten different microscopy 40× fields per animal (*n* = 3/genotype) by using Image J software (v 2.0.0).

### 2.8. Label-Retaining Cell Analysis

This procedure was performed as previously reported [31]. Briefly, 10-day-old WT and Sos2 KO mice were intraperitoneally injected with bromodeoxyuridine (BrdU; 20 μL of a 12.5 mg/mL dilution in NaCl 0.9%) every 12 h for a total of 4 injections. Afterward, dorsal skin sections were collected 35 days after the last injection, and BrdU incorporation was measured as the number proliferative cells in the hair follicles. Three different animals of WT and Sos2 KO genotypes were used to count at least 150 follicles.

### 2.9. Statistical Analysis

Statistical analyses were performed with the SPSS v23 software package (SPSS Inc., Chicago, IL, USA) using one-way analysis of variance with Bonferroni tests for parametric data and the Kruskal–Wallis test and Mann–Whitney U test for nonparametric data. Significant differences were considered at *p* value < 0.05.

## 3. Results

### 3.1. Adeno-Cre-Mediated Deletion of Sos1 in Primary Keratinocytes

In previous reports we carried out successful ablation of floxed Sos1 alleles in mice, or cells derived thereof, through the induction of Cre recombinase with tamoxifen or 4-hydroxytamoxifen, respectively [11,13,14,16,17]. However, since tamoxifen appears to affect the viability of keratinocytes in culture even at low concentrations, we decided to test the efficiency of GFP-Adeno-Cre infection as an alternative method to accomplish Sos1 depletion in freshly isolated Sos1 KO and Sos1/2 KO primary keratinocytes. Under the conditions specified in Materials and Methods, we observed that, after 72 h of adenoviral infection, the presence of the GFP-labeled adenovirus was detected in almost all primary keratinocytes in the culture (93%), and Western blot analysis of the GFP-Adeno-Cre-infected keratinocytes (Sos1 KO and Sos1/2 DKO) showed practically complete disappearance of Sos1 protein expression (Figure S1A–C). Thus, for the sake of avoiding any possible off-target effects and facilitating meaningful biological comparisons among cellular samples of all different Sos genotypes, in this report we routinely used this procedure (GFP-Adeno-Cre infection) in all experiments involving Sos1 depletion, and all counterpart cellular samples of the other two genotypes (WT and Sos2 KO) were also treated under the same conditions. We also verified in the cellular samples generated under these conditions that the level of Sos1 protein expression in Sos2-ablated cells was not altered in comparison with WT keratinocytes, and that the levels of Sos2 protein in WT cells were also similar to those observed in Sos1-depleted samples [13].

### 3.2. Specific Transcriptional Alterations of Sos1 KO and/or Sos2 KO Primary Keratinocytes

We first used microarray hybridization assays to analyze the impact of Sos1 and/or Sos2 absence on the transcriptional signature of primary keratinocytes (Figure 1). 

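RNA from cultured primary keratinocytes of newborn mice, all infected with GFP-Adeno-Cre for 72 h at an MOI of 2, was hybridized to Clariom S arrays, which read each gene with a set of short probes. The 14 arrays comprised 4 WT, 4 Sos1 KO, 4 Sos2 KO and 2 Sos1/2 DKO cultures, and their number limits the precision. The paper's methods give the CaCl2 of the culture medium as 0.5 M and the description deposited with the arrays as 0.02 M. The authors normalized the signals by robust multichip average (RMA) and deposited them as log2 signals, which were used here as they stand. Of the 29129 probesets, 22206 measure genes and 6923 are controls, and 19572 of the gene probesets carry 1 gene symbol. All 14 arrays entered 1 limma fit with a mean for each genotype, and a gene probeset was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 over the 22206. Changes are log2 fold changes against WT unless another comparison is named, with limma's standard error (SE). Gene groups were tested with limma's camera on 35 gene lists, with p adjusted over the lists and the comparisons with WT together, or over the lists within any other comparison. The bacterial hybridization controls are added to every sample in fixed amounts. Their median log2 signals were 11.38 and 10.95 on the Sos1/2 DKO arrays and 9.69 to 10.31 on the other 12. The background controls read 4.69 and 4.62 on the Sos1/2 DKO arrays and 3.92 to 4.19 on the others, while the negative controls read 4.48 and 4.23 against 4.48 to 4.90 and the positive controls 7.89 and 8.02 against 8.27 to 8.44. The SD across gene probesets was 1.83 and 1.90 on the Sos1/2 DKO arrays and 2.04 to 2.14 on the others, so that the gene signals of the Sos1/2 DKO arrays spanned a narrower range. The poly-A spike-in controls, added to RNA before labelling, read 5.67 in WT replicate 3, 7.25 in WT replicate 4 and 8.46 in Sos1 KO replicate 2, and 3.67 to 4.04 in the other 11 arrays.

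**Figure D1:**
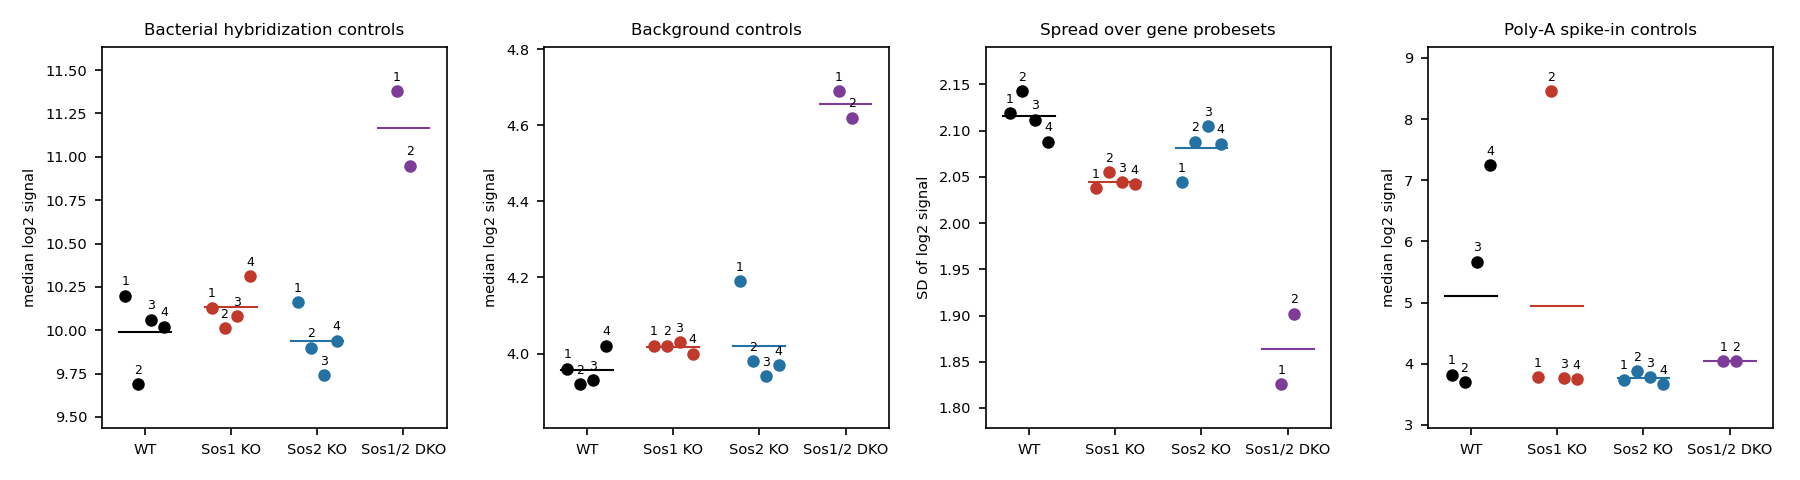
Median log2 signal of the bacterial hybridization, background and poly-A spike-in controls on each of the 14 arrays by genotype. The SD of log2 signal across gene probesets is shown beside them (each point is 1 array). The Sos1/2 DKO arrays read 11.38 and 10.95 for the bacterial hybridization controls, above the 9.69 to 10.31 of the other arrays, and had the lowest SD, 1.83 and 1.90.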

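The Sos1 signal was lower in both genotypes that carry the conditional Sos1 deletion, and the Sos2 signal was lowest in Sos1/2 DKO keratinocytes. Sos1 had a log2 fold change of -1.57 (SE 0.15, adjusted p = 1.34e-05 from limma) in Sos1 KO cells and of -3.13 (SE 0.18, adjusted p = 8.36e-08) in Sos1/2 DKO cells. Between these 2 genotypes the Sos1 difference was -1.57 (adjusted p = 1.47e-05), and in Sos2 KO cells it was -0.19 against WT (adjusted p = 0.687). Sos2 had a log2 fold change of -1.75 (SE 0.24, adjusted p = 3.39e-05) in Sos1/2 DKO cells, whose arrays read 8.62 and 7.28, and of -0.04 (adjusted p = 0.913) in Sos1 KO cells. In Sos2 KO cells its log2 fold change was -0.77 (SE 0.19), and the adjusted p of 0.0938 missed the threshold although all 4 arrays (8.85 to 8.97) lay below all 4 WT arrays (9.63 to 9.85). Without Sos1/2 DKO replicate 1, or without replicate 2, the Sos2 change in Sos2 KO cells passed (adjusted p = 0.000723, within a range of 0.000723 to 0.251 over all alternatives tried). The sources used here do not give the place of either probeset relative to the deleted exons, so the remaining signal does not measure intact transcript.

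**Figure D2:**
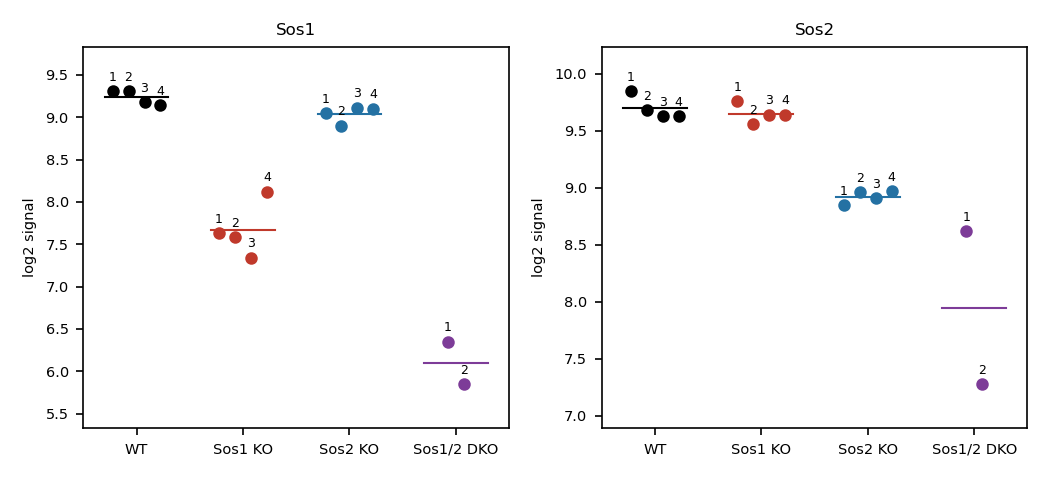
Log2 signal of the Sos1 and Sos2 probesets on each of the 14 arrays by genotype (each point is 1 array, bars are group means). Each gene is to be read against its own WT arrays, which lie at 9.14 to 9.31 for Sos1 and at 9.63 to 9.85 for Sos2.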

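Keratinocytes of 3 of the 4 genotypes formed branches of their own when the 14 arrays were clustered. Over the 22206 gene probesets, with complete linkage on 1 minus the Pearson correlation, the 4 Sos1 KO, the 4 Sos2 KO and the 2 Sos1/2 DKO arrays each shared a branch with no other genotype. The 4 WT arrays did not, and the smallest branch that held them all also held the 4 Sos2 KO arrays. These branches were the same over the 12534 probesets called in any comparison. The first division of the tree set the 2 Sos1/2 DKO arrays, which also differed in their control signals, apart from the other 12. Over the 1000 most variable probesets it set the Sos1 KO and Sos1/2 DKO arrays together, apart from the WT and Sos2 KO arrays. Pearson correlations between single arrays, taken across genes, which are not independent replicates, were 0.980 to 0.988 for WT with Sos2 KO, 0.960 to 0.981 for WT with Sos1 KO and 0.913 to 0.940 for WT with Sos1/2 DKO. Among the WT arrays they were 0.973 to 0.995, among the Sos1 KO arrays 0.988 to 0.992, among the Sos2 KO arrays 0.992 to 0.996, and 0.953 between the Sos1/2 DKO arrays. Single genes need not follow this order, and Krt10 had a mean log2 signal of 7.52 (SD 0.60, n = 4) in WT, 10.53 (SD 1.08, n = 4) in Sos1 KO, 7.43 (SD 0.23, n = 4) in Sos2 KO and 7.86 (SD 0.90, n = 2) in Sos1/2 DKO cells. Every knockout array lay beyond every WT array in 18.5% of gene probesets for Sos1 KO and 9.34% for Sos2 KO, where chance gives 2.86%, and in 54.9% for Sos1/2 DKO, where chance gives 13.3%.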

Multiclass comparisons among the lists of differential expression obtained under highly stringent cutoff values (FDR = 0.05) produced dendrograms that clearly discriminated the profile of the WT samples from that of the rest of relevant Sos genotypes (Sos1 KO, Sos2 KO, and Sos1/2 DKO) (Figure 1A). Sos2 depletion had a rather modest transcriptional impact (about 200 differentially expressed probesets relative to WT cells) in comparison with Sos1-depleted cells, which showed 10-fold higher number (~2100) of differentially expressed probesets. 

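The largest increases in Sos1 KO keratinocytes were in Krt1, Hrnr, Krt10, Them5, Cdsn and Stfa1, most of them genes of the differentiating epidermis, with log2 fold changes of 2.80 to 3.75. Its largest decreases were in Bcl2l15, Tm4sf1, Tnf and the mitotic genes Bub1, Pbk and Kif20a, with log2 fold changes from -3.68 to -3.20 (Bcl2l15 in Sos1 KO replicate 3, at 4.77, lay apart from the other arrays). Krt1 rose by 3.75 (SE 0.64, adjusted p = 0.00124 from limma), and Bub1 had a log2 fold change of -3.33 (SE 0.39, adjusted p = 6.5e-05). In Sos2 KO keratinocytes the largest increases were in the lipid genes Fads2b, Hpgd and Gdpd2, in Xdh and in the interleukin 1 family genes Il1f5 and Il1f9 (log2 fold changes of 1.49 to 2.14), and the largest decreases in Gpr50, Krt18, Mmp9, Rnf24, Cxcl1 and Prom1 (-2.49 to -1.57). Of these 12 genes, 11 also passed the test in the same direction in Sos1 KO cells, whereas Krt18 changed by -0.31 there (adjusted p = 0.622) and differed between the knockouts by 1.56 (adjusted p = 0.0184).
In all, 143 gene probesets were called in Sos2 KO cells (62 higher, 81 lower) and 2843 in Sos1 KO cells (1115 higher, 1728 lower), a ratio of 19.9. The ratio was 4.21 with array weights (5160 over 1226), 9.97 with array weights, an intensity trend and a replicate block by letter, and 12.7 with only the 2 groups compared, and it was 36.5 at an adjusted p under 0.01 and 52.3, 46.3, 44 and 38.7 without Sos2 KO replicates 1, 2, 3 or 4. Tested directly, 1246 probesets differed between Sos1 KO and Sos2 KO cells, 390 of them higher and 856 lower in Sos1 KO. Centring each array on its median gave 820 higher and 2044 lower in Sos1 KO, and 49 higher and 103 lower in Sos2 KO. Of the Sos1 KO calls, 533 higher and 493 lower probesets had mean signals within the range of the negative controls. The 59 higher and 74 lower genes of Sos2 KO cells shared 43 and 56 with those of Sos1 KO cells, where independent lists would share 3.05 and 5.92. Unchanged groups simulated against the same WT arrays shared 0 calls in limma. That count was all but fixed in advance, as groups without changes give hardly any calls to share. The 4 WT arrays were also divided between the comparisons. At the median, the shared genes were then 8.5 higher (1 to 63) and 11.5 lower (2 to 181). Sos2 KO itself then had 6, 11, 32, 37, 562 and 1010 called probesets, against 143 with all 4 WT arrays. Where it had fewer calls, fewer could be shared. The fold changes correlated across genes at 0.540, against 0.497 in the simulated groups and a median of 0.310 (-0.118 to 0.520) with the WT arrays divided, with a covariance of 0.0523 against 0.0132 simulated, and genes are not independent replicates. With the WT arrays divided the covariance was -0.0189 to 0.0522. The simulation took 1 spread for all genotypes. The WT arrays differed from each other by a root mean square of 0.222 to 0.493 in log2 signal and the Sos2 KO arrays by 0.195 to 0.263. The simulated covariance may thus be too low for the shared WT arrays.
The number of higher probesets in Sos1 KO was 653 without WT replicate 1, 611 without WT replicate 2, 620 without Sos1 KO replicate 3, 728 without Sos1 KO replicate 4 and 1790 without either Sos1/2 DKO array. In Sos2 KO, without WT replicates 1 or 2 the higher calls were 31 and 29 and the lower calls 48 and 46, and without Sos2 KO replicates 1, 2, 3 or 4 they were 26, 23, 19 and 26 higher and 25, 30, 38 and 38 lower. Without either Sos1/2 DKO array, whose spread enters the shared error, Sos2 KO had 125 higher and 181 lower probesets. The 1246 between the knockouts became 716 and 824 without Sos1 KO replicates 3 or 4, and 744, 690 and 720 without Sos2 KO replicates 2, 3 or 4.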

Combined depletion of Sos1 and Sos2 showed even higher impact on the transcriptional signature of primary keratinocytes (~8890 differentially expressed probesets), although analysis with Venn diagrams showed that the profile of differentially expressed genes in Sos1/2 DKO cells was significantly more overlapping with that of Sos1 KO than with Sos2 KO keratinocytes (Figure 1A). 

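In Sos1/2 DKO keratinocytes the largest decreases were all in genes of cell division, Smc4, Pbk, Ect2, Mki67, Kif11 and Cip2a, with log2 fold changes from -3.92 to -3.24. The largest increases were in Ipw, Ccdc169, Ypel3, Gpx2, Tulp1 and Serpina1e (1.50 to 2.28). Smc4, a condensin subunit, had a log2 fold change of -3.92 (SE 0.44, adjusted p = 6.13e-06 from limma) and also fell in Sos1 KO cells (-1.81, adjusted p = 0.0037), with a difference of -2.11 between the genotypes (adjusted p = 0.00177). Ypel3 rose by 1.65 (SE 0.33, adjusted p = 0.000798) in Sos1/2 DKO and by 1.93 (SE 0.27, adjusted p = 0.000247) in Sos1 KO cells, and its difference of -0.28 between them did not pass (adjusted p = 0.512). The genes called in all 3 knockouts were Egln3, Fras1, Mtus1, Ppp1r14a and Slc2a1, which were higher (named after their values were seen), and 44 lower genes that include Mmp9, Cxcl1, Tnf and Prom1.
In all, 11629 gene probesets were called in Sos1/2 DKO cells, 6668 higher and 4961 lower, on arrays with a narrower range of signal. Of the higher ones, 5456 had mean signals within the range of the negative controls, as had 1216 of the lower ones. Cyclic loess scaling, which moves the median change of all gene probesets by -0.16, gave 3864 higher and 4316 lower, and keeping the 14804 brightest probesets 3820 and 4830. The main fit takes 1 spread for all genotypes, but the 2 Sos1/2 DKO arrays differed by a root mean square of 0.574 in log2 signal. Arrays of the same genotype elsewhere differed by 0.195 to 0.493. The standard errors for Sos1/2 DKO may therefore be too small and its calls too many. Array weights, which let arrays differ in spread, gave 2318 higher and 3411 lower. Of the higher genes of Sos1 KO cells, 472 of 1008 were also higher in Sos1/2 DKO cells (288.9 by chance, and 96 were lower there), and of the lower genes 1177 of 1559 were also lower (361.4 by chance). Of the Sos2 KO genes, 8 of 59 were higher in both (16.9 by chance) and 52 of 74 lower in both (17.2 by chance), but the shared higher genes exceeded chance after quantile normalization (20, with 13.0 by chance), after cyclic loess scaling (25, with 11.6) and with array weights (63, with 47.2). The Sos1/2 DKO calls thus included 46.8% of the higher and 75.5% of the lower Sos1 KO genes, and 70.3% of the lower Sos2 KO genes. All comparisons share the WT arrays: with these divided, the genes common to Sos1 KO and Sos1/2 DKO were 133.5 higher (94 to 390) and 598 lower (460 to 1313) at the median, and those common to Sos2 KO and Sos1/2 DKO 1 (0 to 25) and 11.5 (3 to 316). In these divisions Sos1 KO had 1062 to 4113 called probesets. Sos2 KO had 6, 11, 32, 37, 562 and 1010, which limits what could be shared. Simulated unchanged groups shared 0 calls in limma, again a count all but fixed in advance. Across genes, the fold changes of Sos1/2 DKO correlated with those of Sos1 KO at 0.530 (0.405 simulated, covariance 0.157 against 0.0131) and with those of Sos2 KO at 0.349 (0.406 simulated, covariance 0.0585 against 0.0132). With the WT arrays divided, these correlations had medians of 0.461 (0.325 to 0.513) and 0.235 (-0.0687 to 0.348). The covariances were then 0.111 to 0.153 and -0.0165 to 0.061, and the simulated ones again rest on 1 spread for all genotypes.
The genes higher in both Sos1 KO and Sos1/2 DKO numbered 235, 209, 302, 221 and 295 without WT replicates 1 or 2 or Sos1 KO replicates 1, 3 or 4, and 845 without Sos1/2 DKO replicate 1, and those lower in both 755 without WT replicate 2. The genes higher in both Sos2 KO and Sos1/2 DKO numbered 4, 1 and 20 without WT replicates 1, 2 or 3, and 5, 4 and 5 without Sos1 KO replicates 1, 3 or 4. They numbered 2, 3, 3 and 3 without Sos2 KO replicates 1, 2, 3 or 4, and 31 and 15 without Sos1/2 DKO replicates 1 or 2. Those lower in both numbered 31 and 26 without WT replicates 1 or 2, 18, 22, 28 and 28 without Sos2 KO replicates 1, 2, 3 or 4, and 121 without either Sos1/2 DKO array.

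**Figure D3:**
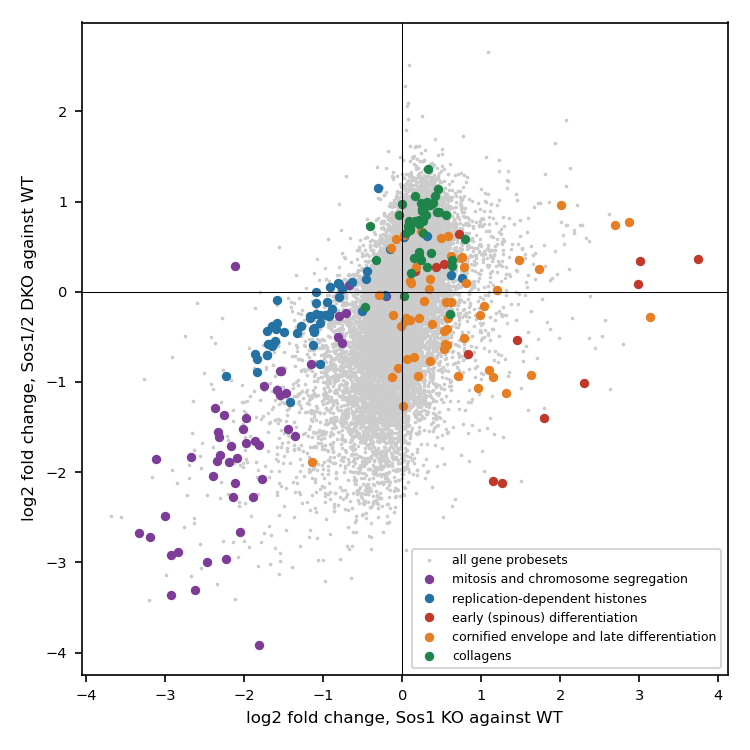
Log2 fold change against WT in Sos1/2 DKO (vertical axis) and in Sos1 KO (horizontal axis) of all gene probesets. The members of 5 gene lists are in colour (each point is 1 probeset). Mitosis genes lie low on both axes (medians of -2.07 in Sos1 KO and -1.69 in Sos1/2 DKO). Early differentiation genes lie high in Sos1 KO only (median of 1.21). Their median in Sos1/2 DKO is 0.16, and it is -0.14 after cyclic loess scaling and -0.09 after quantile normalization.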

Whereas the transcriptomic patterns of single Sos1 KO or Sos2 KO cells clearly support a dominant role of Sos1 over Sos2 regarding transcriptional control, the severely aggravated transcriptomic alterations observed in the Sos1/2 DKO cells point to a possible functional redundancy of Sos2 regarding transcriptional control that is only manifested when the other Sos1 isoform is already missing).

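Some genes changed only when both Sos1 and Sos2 were missing, and others changed in each single knockout but not in Sos1/2 DKO keratinocytes. The noncoding transcript Ipw had a log2 fold change of 2.28 in Sos1/2 DKO cells (adjusted p = 2.57e-05 from limma), 0.03 in Sos1 KO cells (adjusted p = 0.957) and 0.33 in Sos2 KO cells (adjusted p = 0.672). Its departure from the sum of the single changes, tested as an interaction, was 1.93 (adjusted p = 0.00261). In the opposite way, Gpr50 had log2 fold changes of -2.59 in Sos1 KO, -2.49 in Sos2 KO and -0.13 in Sos1/2 DKO cells, with an interaction of 4.96 (adjusted p = 0.000108). Fads2b rose by 2.15 and 2.14 in the single knockouts and changed by -0.29 in Sos1/2 DKO cells (interaction -4.58, adjusted p = 0.000127). Il1f5 was higher in both single knockouts and lower in Sos1/2 DKO cells (-1.58, adjusted p = 0.000998, interaction -4.44). Over all gene probesets, 4917 had an interaction past the threshold, 2074 above the sum of the single changes and 2843 below it. Array weights gave 507 and 1799, and keeping the 14804 brightest probesets 1348 and 2859. Sos1/2 DKO cells differed in 8673 probesets from Sos1 KO cells and in 10486 from Sos2 KO cells, all on the arrays whose hybridization controls read higher. The Sos1/2 DKO arrays also lay further apart than those of any other genotype, whereas the fit takes 1 spread for all. By gene, 5116 higher and 3337 lower genes were called in Sos1/2 DKO cells alone.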

Functional annotation analysis of the differentially expressed genes in the dendrograms (Figure 1B) showed that the vast majority of genes downregulated in Sos1-deficient keratinocytes (Sos1 KO and Sos1/2 DKO) are significantly enriched in functional GO categories generally linked with cell proliferation and division, whereas the upregulated genes are mainly ascribed to differentiation and metabolic processes (Figure 1B). In contrast, the much more limited list of differentially expressed genes detected in Sos2 KO cells contains small clusters mostly linked to functional categories of migration and mobility (downregulated genes) or developmental processes (upregulated genes) (Figure 1B). 

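Genes of DNA replication and mitosis were lower in both Sos1-deficient genotypes, whereas genes of early epidermal differentiation were higher in Sos1 KO and not in Sos1/2 DKO keratinocytes. Mki67 had a log2 fold change of -2.92 (SE 0.35, adjusted p = 6.79e-05 from limma) in Sos1 KO and of -3.36 (SE 0.42, adjusted p = 1.71e-05) in Sos1/2 DKO cells, and Mad2l1 of -2.47 (adjusted p = 3.71e-05) and -3.00 (adjusted p = 4.9e-06). Of 48 genes of mitosis and chromosome segregation, 45 were lower in Sos1 KO cells (47 adjusted over the list alone), with a median of -2.07 (camera adjusted p = 3.99e-48, and adjusted p = 0.106 with an estimated correlation). In Sos1/2 DKO cells, on arrays with a narrower range of signal, 40 of them were lower (40 adjusted over the list alone), with a median of -1.69 (adjusted p = 7.7e-13, and adjusted p = 0.33 with an estimated correlation). Of 45 DNA replication genes, among them Pole (-2.14 in Sos1 KO), Rrm2 (-1.58) and Pcna (-1.09, adjusted p = 0.00666), 38 were lower in Sos1 KO cells (40 adjusted over the list alone, camera adjusted p = 1.5e-26, and 0.2 as the adjusted p with an estimated correlation). Of the 45, 29 were lower and 2 higher on the Sos1/2 DKO arrays (30 and 2 adjusted over the list alone, camera adjusted p = 2.18e-07, and adjusted p = 0.438 with an estimated correlation).
Of 14 early differentiation genes, 11 were higher in Sos1 KO cells (12 adjusted over the list alone), with a median of 1.21 (camera adjusted p = 2.93e-09, and adjusted p = 0.208 with an estimated correlation). Dsc1 rose by 2.30 in Sos1 KO cells (SE 0.27, adjusted p = 5.77e-05), Krtdap by 1.26 and Dsg1b by 1.15. In Sos1/2 DKO cells these 3 genes were lower than in WT (-1.02, -2.12 and -2.10), Krt1 and Krt10 did not pass the test (0.36 and 0.34), and 5 of the 14 genes were lower. The list's median there was 0.16, its mean -0.39 and its camera direction down (adjusted p = 0.241, and 0.0392 without Sos1/2 DKO replicate 2, in a range of 0.0392 to 0.999 over all alternatives tried), and its median was -0.14 after cyclic loess scaling and -0.09 after quantile normalization. Compared directly, 9 of the 14 were lower in Sos1/2 DKO than in Sos1 KO cells (median -2.33, camera adjusted p = 1.32e-05, and adjusted p = 0.341 with an estimated correlation). Among metabolic genes, 9 of 26 genes of epidermal barrier lipids were higher and 2 lower in Sos1 KO cells (15 and 3 adjusted over the list alone, camera adjusted p = 0.000409, and adjusted p = 0.238 with an estimated correlation). Sptlc3 rose by 1.83 and the ceramidase gene Acer1 by 1.47, while the elongase gene Elovl6 had a log2 fold change of -1.86. Against this, 4 of the 26 were higher and 11 lower in Sos1/2 DKO cells (camera adjusted p = 0.111). Of 19 cholesterol synthesis genes, 10 were lower in Sos1 KO cells (14 adjusted over the list alone), with a median of -0.56 (camera adjusted p = 6.69e-10, and adjusted p = 0.0518 with an estimated correlation).
Averaged over the mitosis list, the Sos1 KO arrays scored -2.04 to -1.92 relative to the WT mean and the WT arrays -0.98 to 0.52. The exact two-sided permutation p was 0.108 after adjustment over lists and genotypes, the lowest value that any list reached. Every Sos1 KO array lay below every WT array, the most extreme order that 4 against 4 arrays allow. With these lists and genotypes, the smallest p of that design became 0.108 after adjustment, so this test could hardly pass any list. The Sos1/2 DKO arrays scored -2.01 and -1.39, and with 2 arrays the exact test cannot pass the threshold. Within the WT group, 21 of the 48 mitosis genes and 36 of the 45 DNA replication genes were lower in replicates 3 and 4 than in replicates 1 and 2.

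**Figure D4:**
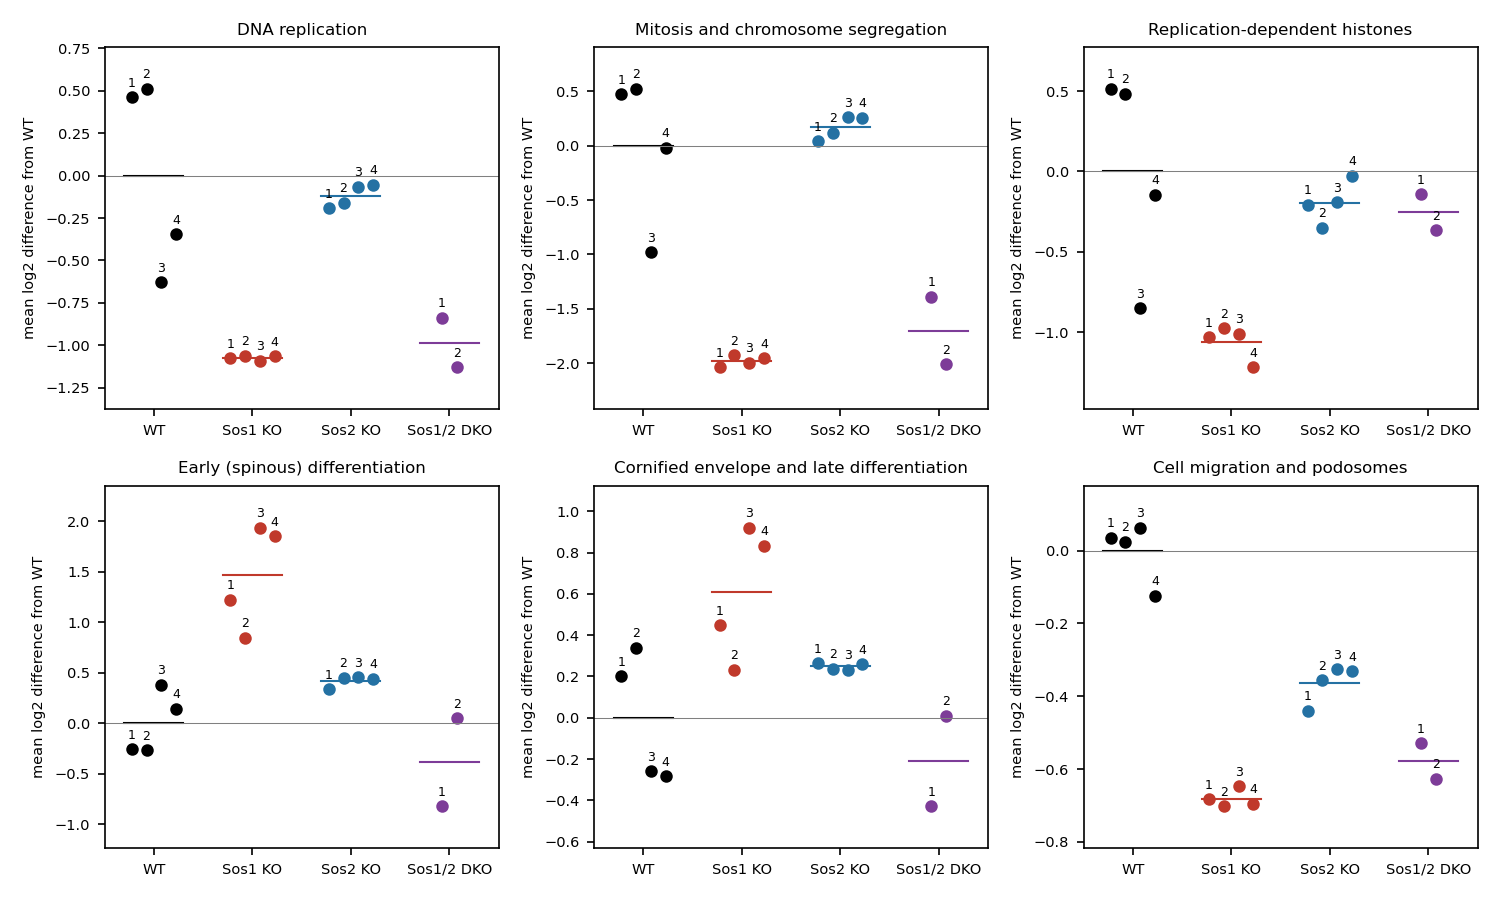
Mean log2 signal over the members of 6 gene lists relative to the mean of the WT arrays, by genotype (each point is 1 of the 14 arrays, bars are group means). For mitosis genes all Sos1 KO arrays lie at -2.04 to -1.92, and for early differentiation genes the Sos1 KO arrays lie at 0.85 to 1.94 and the Sos1/2 DKO arrays at -0.82 and 0.05.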

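Genes of cell migration and podosomes were lower in Sos2 KO keratinocytes, and the WNT ligands Wnt3 and Wnt4 were higher. Src had a log2 fold change of -0.80 (SE 0.11, adjusted p = 0.00343 from limma), Mmp9 of -1.81 (SE 0.25, adjusted p = 0.00343), Fscn1 of -0.77 (SE 0.13, adjusted p = 0.0108) and Mmp13 of -1.21 (SE 0.25, adjusted p = 0.0433). In the WT group, replicate 3 for Mmp9 (9.11) and replicate 4 for Mmp13 (7.28) lay apart from the other arrays. Of 28 genes of migration and podosomes, 5 were lower (8 adjusted over the list alone) and 23 did not pass, with a median of -0.28 (camera adjusted p = 9.29e-09, and adjusted p = 0.00494 with an estimated correlation). Averaged over the list, every Sos2 KO array lay below every WT array (-0.44 to -0.33 against -0.12 to 0.06). The same list was lower in Sos1 KO cells, in 13 of 28 genes (16 adjusted over the list alone), with a median of -0.43 (adjusted p = 7.7e-13, and adjusted p = 0.00163 with an estimated correlation). Among Sos1/2 DKO cells 14 of the 28 were lower (7 lower and 5 higher after cyclic loess scaling, adjusted p = 0.000542, and adjusted p = 0.0518 with an estimated correlation), but Src and Fscn1 did not pass (0.14 and -0.18), with interactions of 1.91 (adjusted p = 1.07e-05) and 2.45 (adjusted p = 7.9e-06). Wnt3 rose by 1.27 (SE 0.16, adjusted p = 0.00223) and Wnt4 by 1.32 (SE 0.27, adjusted p = 0.0369) in Sos2 KO cells, and by 1.10 and 1.35 in Sos1 KO cells. Of 51 FGF, WNT and BMP ligands, these 2 were higher (4 higher and 1 lower adjusted over the list alone), with a camera adjusted p of 0.0217 for the list (0.274 as the adjusted p with an estimated correlation). That p was 0.0862, 0.0789 and 0.113 without WT replicate 1, WT replicate 2 or Sos2 KO replicate 1, in a range of 0.00317 to 0.546 over all alternatives tried. Of 14 early differentiation genes, Grhl1 was higher (0.84, adjusted p = 0.0421), and of 26 barrier lipid genes 3 were higher, among them Sptlc3 (1.02, adjusted p = 0.0334). Averaged over the early differentiation list, the Sos2 KO arrays scored 0.34 to 0.46 and the WT arrays -0.27 to 0.38 (exact permutation p = 0.131 after adjustment). The methionine salvage genes Adi1 (-0.86, adjusted p = 0.00741) and Mtap (-0.73, adjusted p = 0.0117) were lower, 2 of 6 in that list (2 adjusted over the list alone). The camera adjusted p of the methionine salvage list was 0.0378 (0.238 as the adjusted p with an estimated correlation), and 0.0652, 0.11, 0.0597 and 0.0557 without WT replicates 1 or 2 or Sos1/2 DKO replicates 1 or 2.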

Consistent with the GO annotations, the list of genes differentially expressed in Sos1-deficient cells also showed significant enrichment of downregulated genes clustering to functional categories of the REACTOME database of signaling pathways [32] related to cell cycle, nucleosome assembly, or mitotic processes; of note, a significant downregulation of components of Rho-GTPase-mediated signaling pathways is specifically noted within these categories (Figure 1C). In contrast, the genes upregulated in Sos1-depleted primary keratinocytes showed preferential clustering to pathways of keratinization and formation of the cornified envelope (Figure 1C). 

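Histone genes were lower in Sos1 KO keratinocytes, and most of the histone genes did not pass the test in Sos1/2 DKO keratinocytes. The histone gene H2ac15 had a log2 fold change of -2.23 (SE 0.33, adjusted p = 0.000442 from limma) in Sos1 KO and of -0.93 (adjusted p = 0.0651) in Sos1/2 DKO cells, a difference of 1.29 (adjusted p = 0.021). Of 53 replication-dependent histone genes, 42 were lower and 1 higher in Sos1 KO cells (44 and 3 adjusted over the list alone), with a median of -1.10 (camera adjusted p = 6.56e-24, and adjusted p = 0.238 with an estimated correlation). Among the WT arrays themselves 45 of the 53 were lower in replicates 3 and 4 than in replicates 1 and 2 (median -1.09), and averaged over the list the Sos1 KO arrays scored -1.22 to -0.97 and the WT arrays -0.85 to 0.51. Only 1 of them was lower and 4 were higher in Sos1/2 DKO cells, with a median of -0.27 that was 0.10 after quantile normalization and 0.14 after cyclic loess scaling (camera adjusted p = 0.0982). Compared directly, 34 of the 53 were higher in Sos1/2 DKO than in Sos1 KO cells (39 adjusted over the list alone, camera adjusted p = 8.18e-06, and adjusted p = 0.513 with an estimated correlation). Of 16 cyclins, kinases and E2F genes of the G1/S transition, 11 were lower in Sos1 KO (median -0.60, camera adjusted p = 2.34e-08, and adjusted p = 0.0691 with an estimated correlation) and 12 in Sos1/2 DKO cells (median -1.09). Of the calls against WT on the lists described here, those that held with an estimated correlation were migration and podosomes in Sos1 KO and in Sos2 KO cells.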

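Part of the cornified envelope genes were higher in Sos1 KO keratinocytes, and fewer of them in Sos1/2 DKO keratinocytes. Tgm3, a transglutaminase that crosslinks the envelope, rose by 2.69 (SE 0.30, adjusted p = 4.07e-05 from limma) in Sos1 KO cells. Hrnr rose by 3.14 (SE 0.37, adjusted p = 6.49e-05), Ppl by 1.73 (SE 0.32, adjusted p = 0.00206) and the protease inhibitor gene Spink5 by 1.10 (SE 0.20, adjusted p = 0.00215). Lor, which encodes loricrin, rose by 0.75 (SE 0.17, adjusted p = 0.00992), and Cdsn, with WT replicate 3 at 8.38 apart from the other WT arrays, by 2.87 (SE 0.56, adjusted p = 0.00319). No gene probeset carried the symbol Flg. Of 58 genes of the cornified envelope and late differentiation, 16 were higher in Sos1 KO cells (24 higher and 1 lower adjusted over the list alone), with a median of 0.53 (camera adjusted p = 3.96e-07, and adjusted p = 0.308 with an estimated correlation). Averaged over the list, the Sos1 KO arrays scored 0.23 to 0.92 and the WT arrays -0.28 to 0.34 (exact p = 0.131 after adjustment), which differed among themselves, with 11 of the 58 lower and 1 higher in replicates 3 and 4 than in replicates 1 and 2 (median -0.37). On the Sos1/2 DKO arrays, whose background controls were raised, 5 of the 58 were higher and 6 lower (5 and 4 adjusted over the list alone), with a median of -0.27 (camera adjusted p = 0.212). Hrnr (-0.28, adjusted p = 0.625), Tgm3 (0.74, adjusted p = 0.0955) and Lor (0.38, adjusted p = 0.144) did not pass there, and Spink5 was lower (-0.86, adjusted p = 0.00898). Compared directly, 25 of the 58 were lower and 3 higher in Sos1/2 DKO than in Sos1 KO cells (26 and 3 adjusted over the list alone, median -0.77, camera adjusted p = 8.18e-06, and adjusted p = 0.345 with an estimated correlation). In Sos2 KO cells 1 of the 58, Spink5, was higher (5 adjusted over the list alone, median 0.22, camera adjusted p = 0.000307, and adjusted p = 0.438 with an estimated correlation).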

Overall, these functional annotations support a significantly prevalent role of Sos1 over Sos2 regarding the transcriptional regulation of proliferations and differentiation processes of primary keratinocytes, and this suggests that Sos1 is required to keep keratinocytes in a proliferating, undifferentiated state.

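Some genes of proliferation and of differentiation differed between the single knockouts themselves. Against Sos2 KO keratinocytes, Sos1 KO keratinocytes had less Mki67 (log2 difference -2.98, adjusted p = 0.00011 from limma), less Cdk1 (-3.26, adjusted p = 5.18e-05) and less Pcna (-0.99, adjusted p = 0.0221, with Sos2 KO replicate 1, at 10.79, apart from the others). They had more Krt10 (3.10, adjusted p = 0.000402), more Krt1 (2.34, adjusted p = 0.0424), more Tgm3 (2.60, adjusted p = 9.31e-05) and more Dsc1 (1.82, adjusted p = 0.000598). The basal keratin gene Krt5 did not pass in that comparison (-0.16, adjusted p = 0.36), nor did Spink5 (0.14, adjusted p = 0.806) or Wnt3 (-0.16, adjusted p = 0.669). In Sos2 KO against WT cells, Mki67 (0.05, adjusted p = 0.98), Pcna (-0.10, adjusted p = 0.922) and Krt10 (-0.09, adjusted p = 0.971) did not pass. Among basal keratinocyte genes, Itga3 (-1.72, adjusted p = 0.000146) and Itgb1 (-0.45, adjusted p = 0.0307) were lower in Sos1 KO cells. Of these 12 basal genes, 4 were lower and 2 higher in Sos1 KO cells (5 and 2 adjusted over the list alone, median -0.28, camera adjusted p = 0.0217, and adjusted p = 0.286 with an estimated correlation). From the categories of the genes changed in each genotype (Figure 1B,C), the paper finds support for a larger role of Sos1 than of Sos2 in the transcriptional control of keratinocyte proliferation and differentiation. From this the paper proposes that keratinocytes need Sos1 to go on dividing and to stay undifferentiated.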

### 3.3. Functional Overlapping of Sos1 and Sos2 Regarding Control of Cell Proliferation and Survival in Primary Keratinocytes

We next evaluated the impact of Sos1 or Sos2 ablation, individually or in combination, on cell cycle status as well as proliferation and survival of steady-state, actively growing primary keratinocytes of the four relevant Sos genotypes that were maintained in 2D-culture dishes after undergoing similar infection in all cases with adenoCre viruses (to discard off-target effects) (Figure 2).

Consistent with the above microarray data, FACS analysis of propidium iodide (PI)-labeled primary keratinocytes uncovered a decrease of the G0/G1 population in Sos1-deficient (Sos1 KO and Sos1/2 DKO) primary keratinocytes as compared with WT and Sos2-null cells (Figure 2A).

Using PCNA expression level as a marker, we observed that single Sos2-ablation did not alter the proliferation rate of keratinocytes in comparison with WT controls (Figure 2B). In contrast, a slight decrease of proliferation rate was measured in Sos1 KO keratinocytes cultures, and a pronounced reduction of proliferation rate (~2-fold reduction) was always observed in the Sos1/2 DKO (Figure 2B).

Likewise, single ablation of either Sos1 or Sos2 did not result in statistically significant enhancement of the pro-apoptotic cleaved-caspase 3, and only the combined Sos1/2 ablation caused measurable elevation of the expression of this marker of cellular death in comparison with control WT keratinocytes (Figure 2C). However, it should be noted that the percentage of cells in SubG1 (as indicator of apoptosis) was significantly higher in both Sos1-depleted groups (Figure 2A).

Consistent with our previous microarray expression data, these observations suggest functional redundancy of both Sos1 and Sos2 regarding the control of proliferation and cell death/survival of primary keratinocytes in culture, although a partially prevalent role of Sos1 over Sos2 may also be likely, at least in the case of cellular proliferation.

### 3.4. Sos1 Controls Ras Activation Levels in Actively Growing Primary Keratinocytes

Under the same culture conditions, our pull-down assays using GST-Raf RBD fusion proteins showed similar levels of Ras activation (GTP loading) in Sos2 KO primary keratinocytes as in WT cells (Figure 2D). In contrast, RasλGTP levels were significantly lower in Sos1-deficient (Sos1 KO and Sos1/2 DKO) primary keratinocytes (Figure 2D), supporting a critical role for Sos1, but not Sos2, in the maintenance of Ras activation at steady state in growing primary keratinocytes.

Consistent with our prior quantitation of the rates of cellular proliferation and Ras activation, the analysis of downstream Ras-ERK signaling in 2D cultured cells showed that the individual ablation of Sos2 did not alter the levels of extracellular signal regulated kinases 1 and 2 (ERK1/2) phosphorylation in comparison with WT keratinocytes, whereas in contrast, individual or combined ablation of Sos1 in the Sos1 KO or Sos1/2 DKO keratinocytes resulted in significant reduction of the pERK/ERK ratio as compared with WT controls (Figure 2E).

On the other hand, no obvious differences were observed among actively growing primary keratinocytes of the four relevant Sos genotypes regarding activation of downstream phosphatidylinositol 3 kinase (PI3K)/AKT signaling since similar levels of AKT phosphorylation at Ser473 were detected in all cases (Figure 2F).

### 3.5. EGFR Downstream Signaling in Keratinocytes: Differential Involvement of Sos1 in the Ras-ERK Signaling Axis and Sos2 in the Ras-PI3K Signaling Axis

Further evidence supporting specific, distinct functionalities of Sos1 and Sos2 in keratinocytes was provided by our analysis of short-term and long-term signaling through the EGFR-Sos-Ras axis in cells of the four relevant Sos genotypes that had been starved overnight and subsequently stimulated with EGF (Figure 3).

Initial analysis of RasλGTP pull-down assays performed at short times after EGF stimulation showed an almost complete blockade of Ras activation in Sos1/2 DKO keratinocytes devoid of both Sos1 and Sos2, whereas single Sos2-ablated keratinocytes showed a reduced trend of the kinetics of RasλGTP formation in comparison with WT and Sos1 KO cells (Figure 3A). At long-term time points, the RasλGTP signals run close to baseline in all cases and no significant differences were observed among the different genotypes. In addition, no significant differences were detected among all different experimental groups concerning Rac activation upon EGF treatment (Figure 3B).

Consistent with the kinetics of Ras activation, our evaluation of the levels of ERK activation upon EGF stimulation showed that combined Sos1/2 deficiency resulted in almost complete inhibition of EGF-dependent ERK phosphorylation as compared with the rest of the genotypes (Figure 3C), whereas the WT and single Sos1 KO or Sos2 KO cells showed similar levels of ERK activation at short times of stimulation (Figure 3C inset), although Sos2 KO cells appeared to exhibit faster kinetics (maximum reached at 2 min vs. 5 min for the rest of genotypes). A progressive reduction of the level of pERK occurred at longer times of analysis for all genotypes, although the Sos1-deficient cells (Sos1 KO and Sos1/2 DKO) always exhibited statistically significant lower levels of pERK than their WT and Sos2 KO counterparts (Figure 3C,D).

Regarding downstream Ras-PI3K signaling, similar to what happened with the kinetics of ERK activation, the Sos1/2 DKO keratinocytes also showed almost complete blockade of AKT phosphorylation (Ser473) upon EGF stimulation, in contrast with the slight kinetics of activation (pAKT/AKT ratio) observed in the rest of the genotypes (Figure 3C,E). Remarkably in this case (in contrast to what happened with the kinetics profiles of ERK activation in different genotypes), the pAKT profiles kinetics of Sos2 KO cells were very similar to those of the almost completely blocked DKO cells, whereas the Sos1 KO cells showed much more similar kinetics to those of the normal WT control keratinocytes (Figure 3C,E).

The kinetics of EGF-mediated activation of p90RSK, a recognized downstream ERK phosphorylation target [33], were very similar to those of ERK in the different keratinocyte genotypes tested. Thus, Sos1/2 DKO keratinocytes showed almost complete inhibition of p90RSK phosphorylation (T359/S363) (Figure 3C,F), whereas the rest of the genotypes showed similar kinetics of activation profiles, with Sos1 KO keratinocytes exhibiting always lower levels of p90RSK phosphorylation (T359/S363) than their WT and Sos2 KO counterparts (Figure 3C,F).

Likewise, the kinetics profiles of p70S6K [34] phosphorylation (ratio p70S6^Thr389^/total p70S6) upon EGF stimulation were significantly parallel to those of AKT phosphorylation under the same conditions, with Sos2-ablated keratinocytes (both Sos2 KO and Sos1/2 DKO) showing always lower levels of p70S6^Thr389^ than their WT and Sos1 KO counterparts (Figure 3C,G).

Consistent with previous reports [9,20,35], these observations support functional redundancy of Sos1 and Sos2 regarding EGFR-mediated signal transmission, although they also point to a prominent role of Sos2 in regulation of the Ras-PI3K/AKT axis upon EGF stimulation, in agreement with [20,21] and of Sos1 in regulation of the Ras-ERK axis, particularly at long term, in agreement with [9].

### 3.6. Both Sos1 and Sos2 Are Required for Correct Formation of Pseudoepidermis Structures in 3D Keratinocyte Cultures

To try and identify additional functional specificities of Sos1 and Sos2 in keratinocytes, we analyzed the ability of primary keratinocytes isolated from newborn mice of the four relevant genotypes (WT, Sos1 KO, Sos2 KO and Sos1/2 DKO) to grow into histotypic structures recapitulating the normal structure of the epidermis under specific 3D culture conditions [29] (Figure 4).

Our results show that adenoCre-treated primary keratinocytes isolated from our WT mouse strain were able to develop an organized pseudoepidermis, with well-developed and layered cellular stratum and stratum corneum, but Sos1/2 DKO keratinocytes, lacking both Sos1 and Sos2, showed complete abrogation of the ability to grow in 3D cultures (Figure 4A). In contrast, single ablation of either Sos1 or Sos2 allowed the growth of keratinocytes in 3D cultures, but the resulting pseudoepidermis showed significant overall structural disorganization, including defective cellular stratification in the layers of the cellular stratum and alteration of the stratum corneum (Figure 4A).

Analysis of proliferative activity in the WT histotypic cultures showed that the proliferating keratinocytes were mostly located in the basal layer of the cellular stratum, where about 30% of the cell population showed positive immunostaining for the specific marker Ki67 (Figure 4B,F). In contrast, the 3D cultures of individual Sos1 KO or Sos2 KO keratinocytes showed significantly reduced proliferative ability in comparison with WT counterparts, and the Ki67^+^ cells were not restricted to the basal layer of the cellular stratum but were also detected in upper layers (Figure 4B,F), making evident the disorganized structure of the pseudoepidermis that was also previously visualized with H&E staining (Figure 4A).Immunostaining of 3D cultures of the different genotypes using specific markers of keratinocyte differentiation also allowed identification of significant alterations of differentiation in Sos1 KO and Sos2 KO 3D keratinocyte cultures as compared with normal, control WT histotypic cultures (Figure 4C,D). The WT 3D cultures showed very few K5^+^ (immature keratinocytes) cells and a predominant presence of K10^+^ and filaggrin^+^ (mature keratinocytes) in the pseudoepidermis basal layer. In contrast, the patterns of K5 and K10 immunostaining were very significantly altered in both Sos1-ablated and Sos2-ablated 3D keratinocyte cultures, which showed significantly higher numbers of K5^+^ cells, which were also frequently displaced out of the basal layer in more apical layers, as compared with WT cultures. Furthermore, Sos1 KO and Sos2 KO also showed significant reduced numbers of K10^+^ and filaggrin^+^ (mature) keratinocytes in their pseudoepidermal layers, and these more differentiated cells were frequently misplaced to other layers of the pseudoepidermis (Figure 4C,D). These alterations suggest a critical requirement of both Sos1 and Sos2 for correct keratinocyte differentiation and are consistent with the disrupted histological structure detected by H&E (Figure 4) and the transcriptional alterations shown by these genotypes in comparison with WT keratinocytes (Figure 1).

Quantitation of cell death rates in the 3D cultures also uncovered significant differences between WT and Sos1 or Sos2-ablated keratinocytes (Figure 4E,G). Whereas the presence of TUNEL^+^ cells was very limited in WT cultures, a significantly increased percentage (5–10 fold) was observed in the Sos1 KO and Sos2 KO 3D cultures (Figure 4E,G), supporting a relevant role of Sos1 and Sos2 in keratinocyte development.

### 3.7. Specific Alterations of Cell Proliferation, Survival, and Homeostasis in the Skin of Newborn Sos2 KO Mice

The structural defects shown by 3D histotypic cultures of primary keratinocytes from neonate Sos2 KO mice (Figure 4A) pointed to potential critical role(s) of Sos2 in control of skin homeostasis that could not be detected in our previous studies of the skin of adult Sos2 KO mice [16]. Here we confirmed this notion by documenting the occurrence of a series of developmental alterations in the skin of newborn (P0-P2) Sos2 KO mice (Figure 5). Unfortunately, the embryonal lethality of Sos1 KO mice prevents carrying out similar analyses to evaluate the role of Sos1 in the skin of newborn mice.

In particular, detailed histological comparisons of the overall skin architecture of Sos2 KO and control WT mice confirmed that Sos2 depletion causes specific alterations in the skin histology of newborn mice (Figure 5A). Remarkably, whereas no significant changes were found in the thickness of the dermis or the hypodermis (Figure 5A,D–F), Sos2 single absence resulted in significant reduction of epidermal thickness in newborn mice (Figure 5A–C). In addition, the number of hair follicles was significantly reduced in newborn Sos2 ablated mice as compared with WT mice (Figure 5G,H). It is relevant to mention in this regard that our prior analyses of the skin of adult (2-month-old) Sos2 KO mice did not show any alteration of overall skin histology in comparison with WT mice [16].

We next investigated whether the loss of epidermal thickness observed in newborn Sos2 KO mice was a consequence of altered keratinocyte proliferation and/or increased of cell death in this particular skin layer. Specific immunostaining with anti-Ki67 antibodies showed that proliferating cells in the skin of newborn mice are primarily restricted to the basal layer of the epidermis and are also present in the hair follicles (Figure 6A). Of note, quantitative comparison of the immunostained cell populations of WT and Sos2 KO skin showed that single Sos2 ablation significantly reduced the percentage of Ki67^+^ cells, not only in the basal layer of the epidermis but also in the hair follicles (Figure 6A,B).

TUNEL assays detected the presence of apoptotic cells in all layers of the skin of WT or Sos2 KO mice (Figure 6B,C), but quantitative analysis of the percentage of TUNEL^+^ cells found only statistically significant increases in the epidermis, and notably in the hair follicles of newborn Sos2 KO mice as compared with WT counterparts (Figure 6C–E).

We also evaluated whether Sos2 ablation impacted the viability of the population of epidermal stem cells located in the bulge area of the skin hair follicles in newborn mice. Interestingly, our FACS quantitation of specific stem cell markers demonstrated a very significant reduction (about 50%) of the percentage of epidermal stem cells in the skin of newborn Sos2 KO mice as compared with WT counterparts (Figure 6F,G), suggesting a critical role of Sos2 in control of stem cell homeostasis in the skin.

### 3.8. Specific Shrinkage of the Epidermal Stem Cell Population in Hair Follicles of the Skin of Adult Sos2 KO Mice

We reported previously that the overall histological layer structure and the rates of cellular proliferation and survival in the epidermis of adult Sos2 KO mice were not altered in comparison with WT controls [16]. In contrast, our current analyses of the skin of newborn mice as shown in this report (Figure 5G and Figure 6) have clearly shown that Sos2 ablation causes significant defects of homeostasis in the epidermis of newborn mice.

Notwithstanding the fact that the compartment of proliferative cells in the hair follicles was not examined in our initial studies of the skin of adult Sos1/2 KO mice [16], we were interested in determining here whether the negative impact on the epidermal stem cell population detected in Sos2 KO neonates was still maintained during adulthood (Figure 7). Consistent with this notion, our data show that the number of proliferative (BrdU^+^) cells present in the hair follicles of adult Sos2 KO mice was significantly reduced in comparison with adult WT controls (Figure 7A,B). Furthermore, our label-retaining assays show that the rate of survival of proliferative cells in the hair follicle was also significantly reduced in the skin of adult Sos2 KO mice as compared with WT mice (Figure 7C,D). Consistently, FACS quantitation of the percentage of CD34^+^/Integrinα6^+^ stem cells present in the skin of adult animals confirmed that the population of stem cells in the skin of adult Sos2 KO mice was not recovered after birth and continued to be significantly lower (about 50%) than in normal WT controls (Figure 7E,F). The notion of a previously unrecognized functional role of Sos2 regarding maintenance of epidermal skin homeostasis, in particular during the neonatal period, is also consistent with our detection by WB of significantly higher levels (almost 2-fold) of Sos2 protein expression in dorsal skin samples from neonates than in corresponding skin samples of WT adult mice (Figure 7G,H). Furthermore, significantly higher levels of Sos2 mRNA expression than Sos1 mRNA expression were consistently detected in our analyses of actively growing keratinocytes (Figure S2A) or the population of skin stem cells during mouse lifetime (Figure S2B).

## 4. Discussion

Previous reports using specific cell lines and genetically modified mouse models support a critical requirement of Ras-mediated signaling, including the specific contribution of Sos1/2 RasGEF activators, for skin development, homeostasis, and tumorigenesis [16,22,23,24,25,26]. Here, we focused on analyzing primary keratinocytes isolated from the skin of our Sos1/2 KO mouse strains [11] in an effort to unravel the specificity or redundancy of the functional roles played by Sos1 or Sos2 in this essential cellular compartment of the skin. Our results reveal the existence of overlapping but distinct functional contributions of Sos1 and Sos2 to the regulation of signaling pathways controlling proliferation or differentiation of primary keratinocytes, and also uncover an essential, specific role of Sos2 in control of the epidermal stem cell population in mice.

Our initial microarray hybridization analyses of the RNAs from actively growing keratinocytes devoid of Sos1 and/or Sos2 uncovered a highly dominant role of Sos1, and a much more limited role of Sos2, regarding the control of the transcriptional profile of mouse keratinocytes, although concomitant ablation of both Sos1 and Sos2 produced markedly higher alterations of the transcriptional profile than single Sos1 ablation. In any event, our functional annotation analyses uncovered significant enrichment of functional categories related to cell proliferation in the lists of differential gene expression of Sos1-ablated keratinocytes (both Sos1 KO and Sos1/2 DKO) than in WT and Sos2 KO samples, supporting a highly dominant role of Sos1 over Sos2 in control of keratinocyte proliferation. Consistent with the transcriptomic analyses, direct analysis of primary keratinocytes growing on culture dishes also showed significant alteration of cell cycle and reduction of proliferative rates in Sos1-ablated keratinocyte cultures as compared with the unchanged rates of WT or Sos2 KO cultures. Overall, these data support a dominant role of Sos1 over Sos2 in control of keratinocyte proliferation and are consistent with previous reports analyzing the functional impact on various skin cellular compartments of exogenously expressed Sos1 transgenes [25,27] or Sos1/2 null mutations [7,11,13,16]. The notion of a critical role played by Sos1 in keratinocyte proliferation is also supported by a recent report showing that miR-181a, known to specifically target the Sos1 gene, inhibits proliferation in primary keratinocytes [36].

The prominent role of Sos1 in keratinocyte proliferation supported by our transcriptomic analysis was also confirmed with direct measurements of Ras-dependent signals in actively growing keratinocyte cultures of the four relevant Sos genotypes. Indeed, we could only detect significant inhibition of the steady state levels of activated Ras and ERK signaling molecules (RasλGTP and pERK) in the cultures of Sos1-ablated (Sos1 KO and Sos1/2 DKO) cultures, as opposed to the WT and Sos2 KO cultures growing under the same conditions. These observations are also consistent with our previous detection of specifically decreased levels of pERK in immunostained sections of the dorsal skin of Sos1-ablated mice [16] that pointed to a major contribution of Sos1 to the control of in vivo skin cellular proliferation [7,37].

Analyses of short-term and long-term signaling after EGF stimulation of cultured keratinocytes of the four relevant Sos genotypes added further insights to our understanding of the functional roles played by Sos1 and Sos2 in keratinocyte signaling. In particular, these studies showed that both Sos1 and Sos2 are overlapping contributors to EGFR downstream signaling but also clearly demonstrated a predominant role of Sos1 in control of the downstream Ras-ERK axis and of Sos2 in control of the Ras-PI3K axis. The data on the Ras-ERK signaling axis in keratinocytes confirm, and also extend with regard to Sos2, our previous immunological and biochemical studies of whole sections of dorsal skin or isolated fibroblasts from our Sos KO mouse strains that provided experimental support for the essential role of (only) Sos1 in control of skin cell proliferation or in long-term activation of the Ras-MAPK pathway [9,13,16]. On the other hand, this current demonstration of the functional relevance of Sos2 for Ras-PI3K signals in keratinocytes is also consistent with recent reports showing hierarchical requirement for Sos2 to mediate cell transformation driven by mutant RAS genes and a differential involvement of Sos2 in EGF-stimulated PI3K/AKT signal transmission [20,21].

Regarding the control of cell death and survival, Sos1 ablation caused reproducible rates of apoptosis in cultures of primary keratinocytes, suggesting a contribution of Sos1 to modulation of the cellular processes controlling keratinocyte survival. These observations confirm our previous studies of the skin of adult Sos1-depleted mice [16] and could presumably also be directly related to the significant reduction of Ras activation observed in Sos1-ablated keratinocytes.

In contrast with the observations regarding Ras-ERK activation, although Rac-mediated signaling has been reported to play significant roles in skin homeostasis [38,39,40,41,42], we did not detect any differences of RacλGTP levels among the different keratinocyte genotypes tested in our assays. These observations in mice keratinocytes are consistent with the previous immunohistochemical characterization of the dorsal skin of Sos1/2-ablated mice [42] and a report showing the dispensability of Sos1 for E-cadherin-induced Rac1 activation in human foreskin keratinocytes [43]; the observations also support the notion that other Rac-GEFs, rather than Sos, [28] may be responsible for Rac activation in keratinocytes.

A major advantage of 3D keratinocytes cultures over the traditional 2D monolayer cultures is the possibility of trying to recapitulate the in vivo three-dimensional stratified structures housing the keratinocytes in the skin. Despite the apparent inconsistency with previous studies in 2D cultures, our 3D studies have generated complementary and useful information on keratinocytes, having allowed identification of a novel functional role of Sos2 that was not detectable in prior 2D studies of this cell type. In this regard, we observed that whereas combined ablation of Sos1 and Sos2 completely abrogated the ability to grow under 3D culture conditions, the single Sos1 KO or Sos2 KO keratinocytes were able to grow as 3D pseudoepidermis cultures, but these structures displayed a highly disorganized layer structure associated also with reduced cell proliferation, altered maturation, and increased apoptosis of the keratinocytes in comparison with normal WT histotypic cultures. These observations support the functional redundancy of Sos1 and Sos2 regarding proliferation, survival, and spatial organization of skin keratinocytes in vivo and, in particular, uncover a novel, previously unrecognized functional role of Sos2 in control of keratinocyte proliferation and maturation that was previously attributed only to Sos1 since Sos2 depletion did not alter the overall histological structure of the skin in adult mice [16]. Interestingly, differential behaviors displayed by Sos-KO cells growing under 2D or 3D culture conditions have also been described in some recent reports [35,44].

To try and understand the critical role of Sos2 in keratinocyte proliferation and survival that was uncovered here in 3D cultures but went unrecognized in previous studies of the dorsal skin of adult, 2-month-old KO mice [16], we speculated that the visibility of this novel Sos2 functionality could be more strongly manifested during early stages of skin development. Consistent with this notion, our analysis of the skin of newborn (P0/P2) WT and Sos2 KO mice detected a significant reduction of epidermis thickness and total number of hair follicles, together with a reduced rate of proliferation and increased rate of cell death in the hair follicles of the skin of newborn Sos2 KO mice, as compared with WT controls. Most remarkably, the skin of newborn Sos2 KO mice showed significant reduction of the population of epidermal stem cells located in the bulge of the hair follicles. Interestingly, similar comparisons of the population of hair follicles in the skin of adult (2-month-old) WT and Sos2 KO mice (not tested in our previous analysis [16]) showed that the original defect of the stem cell population detected in newborn Sos2 KO mice was maintained without correction during adulthood. It is now apparent that our failure to recognize the functional relevance of Sos2 in skin cell proliferation in previous studies of the skin of adult mice was due to not having tested the hair follicle cellular compartment in those studies [16].

To date, scarce information is available regarding potential functional role(s) of Sos1 and/or Sos2 in human skin. In this regard, gain-of-function mutations of Sos1/2 have been reported in RASopathies, particularly in patients with Noonan syndrome, who may develop skin abnormalities as well as granular skin tumors [7]. In addition, fibroblasts isolated from the skin of patients with hirsutism show increased levels of Sos1 expression [45]. Moreover, upregulated levels of circulating RNA for Sos1 have been detected in the plasma of melanoma patients [7], and a recent report has also demonstrated that enhanced expression of Sos1 is predictive of poor prognosis in uveal malignant melanoma patients [7]. Finally, genetically mediated abrogation of Sos1 in human melanoma cell lines strongly reduces the migratory ability of these tumor cells [7].

Altogether, the data in this report demonstrate the existence of relevant, differential functional roles played by Sos1 or Sos2 in the regulation of keratinocyte proliferation and a much lower relevance, if any, of these two Ras-GEF isoforms regarding control of keratinocyte survival. Importantly, our observations also uncovered a previously unrecognized [7,11,13,16], critical role of Sos2 in control of keratinocyte proliferation and survival during the early stages of skin development in neonates and a similar critical functional role in control of the epidermal stem cell population located in the hair follicles, not only at early stages of development but also during adulthood. Since intercellular crosstalk between epidermal keratinocytes and dermal fibroblasts is critical for the maintenance of skin homeostasis [46], it could be argued that dermal fibroblasts (also devoid of Sos2) in Sos2 KO mice might exert some functional influence over epidermal keratinocytes. However, the fact that the dermal layer is not altered in neonatal Sos2 KO mice, and that our previous work demonstrated the dispensability of Sos2 for regulation of fibroblast proliferation or migration and wound healing in the skin [13,16], suggest otherwise and favor a direct, cell-autonomous functional role of Sos2 in the population of skin keratinocytes as responsible for the defective phenotypes associated with Sos2 ablation that have been described in this report. We also speculate that the differential effects caused by Sos1 or Sos2 ablation in keratinocytes could be due not only to intrinsic mechanistic differences between the two Sos isoforms but also, at least in part, to their different levels of expression in this particular cell type of the skin. Indeed, we observed significantly higher levels of Sos2 RNA than Sos1 RNA in our transcriptomic analyses of actively growing keratinocyte cultures and during different developmental stages of mouse epidermal stem cells [30]. Importantly, an essential, cell-autonomous role of Sos2 in control of the homeostasis of skin keratinocytes also identifies Sos2 as a novel, potential therapy target (besides Sos1) for prevention and/or treatment of epidermal tumors.

## 5. Conclusions

In this report, we identify previously undefined, specific functions played by the members of the Sos family of RasGEFs in primary keratinocytes. Our results reveal that Sos1 and Sos2 make overlapping contributions to keratinocyte proliferation and survival, with Sos1 having predominant involvement in the ERK axis and Sos2 in the PI3K axis of Ras signaling pathways. Importantly, we unveiled a novel, essential role of Sos2 in control of the population of epidermal stem cells that are essential for replacing, restoring, and regenerating the mouse epidermis. These observations support the notion of Sos2 as a potential new therapy target for prevention and/or treatment of epidermal tumors.

## Figures and Tables

**Figure 1:**
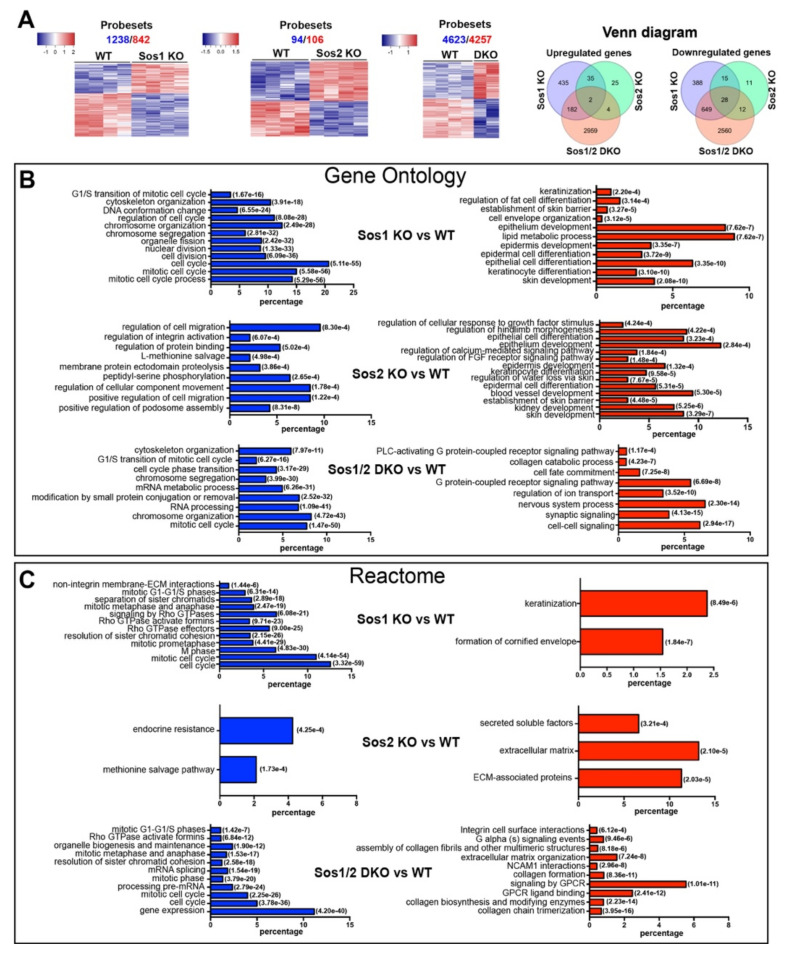
Patterns of differential gene expression in WT and Sos1 KO, Sos2 KO, and Sos1/2 DKO primary keratinocytes. (**A**) Pairwise comparisons of differential gene expression among different SOS genotypes. A set of 14 independent chip microarray hybridizations (4 WT, 4 Sos1 KO, 4 Sos2 KO, and 2 Sos1/2 DKO) were performed using RNA extracted from actively growing primary keratinocytes belonging to the indicated genotypes and analyzed jointly as described in Materials and Methods. The heatmaps show the results of hierarchical clustering and multiclass comparisons identifying the upregulated (red) and downregulated (blue) probesets that showed significant differential expression under highly stringent conditions (FDR = 0.05) when comparing WT primary keratinocytes with the rest of the genotypes, as indicated. Total number of repressed (blue) and upregulated (red) differentially expressed probesets detected in these comparisons is indicated on top of each heatmap. Venn diagrams representing the relations between the lists of differentially expressed genes in the three sets of comparisons. (**B**,**C**) Functional annotation of differentially expressed genes. Text labels on the left side of the bar graphs identify specific functional categories that are enriched at high statistical significance within the lists of differentially expressed genes (red: overexpressed; blue: repressed) included in the clusters identified in each of the 3 indicated pairwise comparisons shown in panel 1A. Each individual bar in the horizontal graph plots represents the percentage of the total number of differentially expressed repressed (blue) or overexpressed (red) gene probesets corresponding to specific groups of genes of each of the above dendrograms that were identified as significantly enriched (hypergeometric *p*-values in italics) for the indicated GO (**B**) and Reactome (**C**) functional categories.

**Figure 2:**
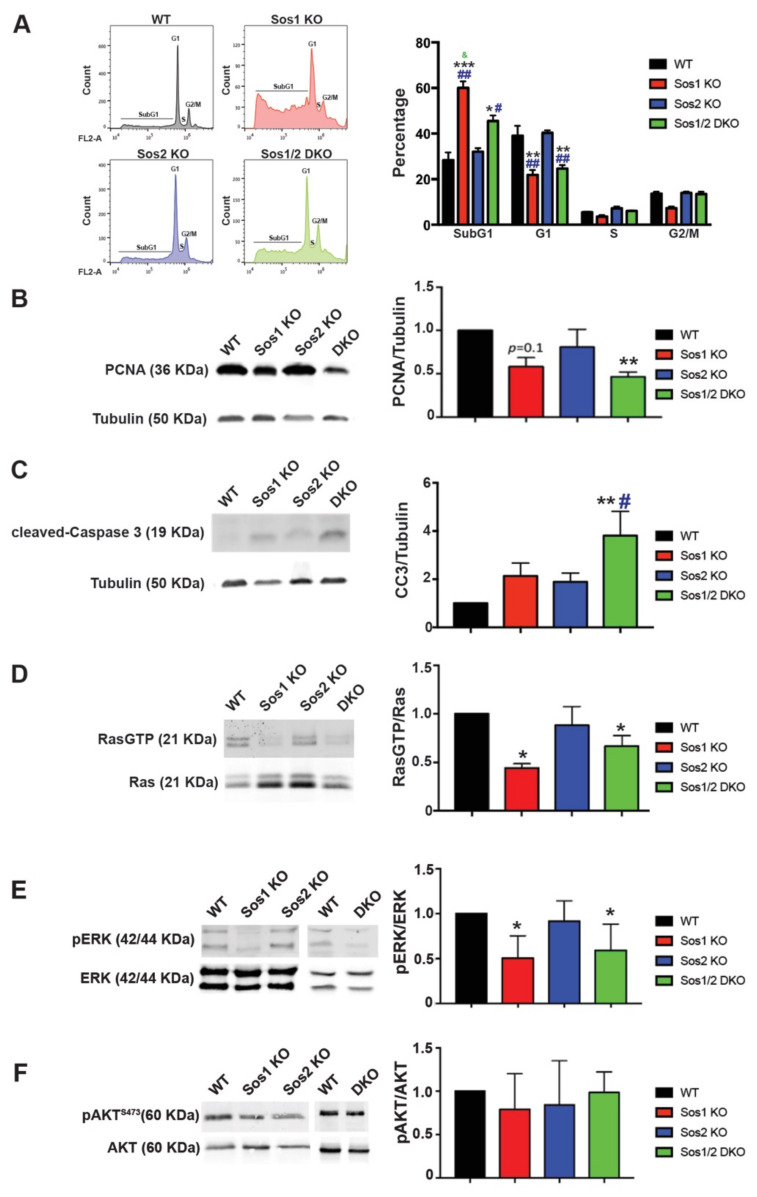
Evaluation of cellular proliferation, survival, and Ras-dependent signaling in primary keratinocytes. We analyzed subconfluent, steady-state cultures of WT (black), Sos1 KO (red), Sos2 KO (blue), and Sos1/2 DKO (green) primary keratinocytes that were actively growing after a period of 72 h infection of the cultures of all genotypes with GFP-Adeno-Cre (MOI 2). (**A**) Cell cycle phase distribution in primary keratinocytes. Left: Representative images of cell cycle profiles of subconfluent primary keratinocyte cultures of the indicated genotypes that were grown in the presence of GFP-Adeno-Cre for 72 h, stained with PI, and analyzed using gated flow cytometry as described in Materials and Methods. Right: Bars represent the percentage of total number of cultured cells corresponding to the indicated phases of the cell cycle. Data expressed as the mean ± SD. * vs. WT; # vs. Sos2 KO; & vs. Sos1/2 DKO. *** *p* < 0.001 vs. WT; ** *p* < 0.01 vs. WT; * *p* < 0.05 vs. WT; ## *p* < 0.01 vs. Sos2 KO; # *p* < 0.05 vs. Sos2 KO; & *p* < 0.05 vs. Sos1/2 DKO. *n* = 3 for each genotype. (**B**) Representative Western blot images illustrating PCNA and tubulin expression in primary keratinocytes of the indicated genotypes. The bar graph depicts the average PCNA/tubulin ratios in each case. *n* = 4 per genotype. ** *p* < 0.01 vs. WT. (**C**) Representative Western blot images displaying cleaved-caspase 3 and tubulin protein expression levels in primary keratinocytes of the indicated genotypes. The bar plot displays the average CC3/tubulin ratios in each genotype. *n* = 4 per genotype. ** *p* < 0.01 vs. WT, # *p* < 0.05 vs. Sos2 KO. (**D**) Ras-GTP pull-down assays performed as described in Materials and Methods on actively growing keratinocytes of the indicated genotypes. Data expressed as normalized ratios between the signals of RasGTP and total-Ras detected in Western immunoblots using a specific pan-Ras antibody. * *p* < 0.05 vs. WT. (**E**) Representative Western blot images showing phosphorylated and total levels of ERK in WT, Sos1 KO, Sos2 KO, and Sos1/2 DKO primary keratinocytes. Graph shows ERK activation levels expressed as normalized ratios between the amount of pERK and total-ERK quantitated by immunoblot assays. * *p* < 0.05 vs. WT. (**F**) Western blot assays represent AKT phosphorylation at steady state in primary keratinocytes of the four genotypes. The graph represents the activation levels expressed as normalized ratios between the amount of pAKT and total AKT. Data expressed as the mean ± SD. (**D**–**F**) *n* = 7/genotype. CC3: cleaved-Caspase 3; PCNA: proliferating cell nuclear antigen.

**Figure 3:**
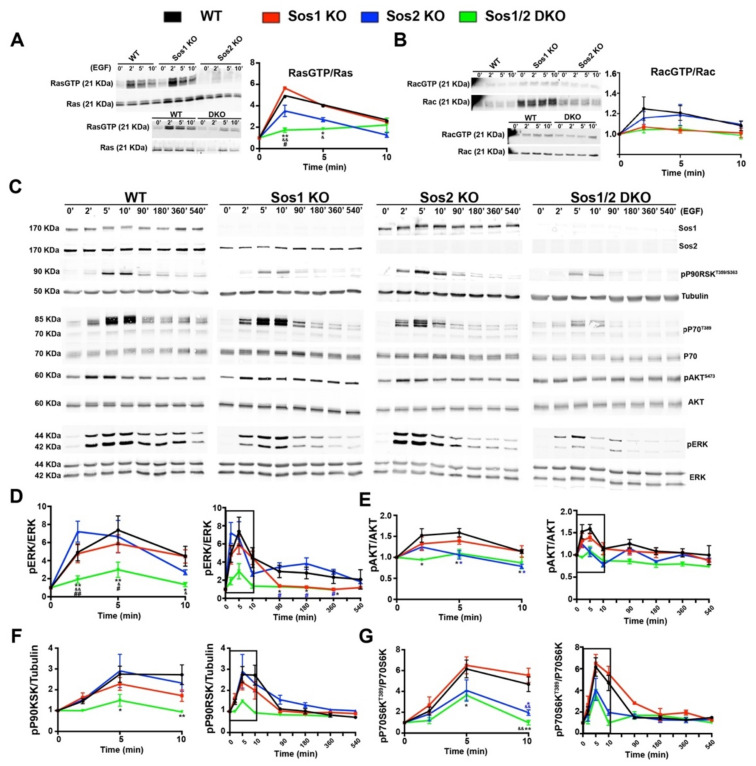
Analysis of short-term and long-term signaling through the EGRF-SOS-RAS axis in primary keratinocytes. Representative Western blot images showing RasGTP/Ras (**A**), RacGTP/Rac (**B**,**C**) Sos1, Sos2, pP90^T359/S363^, tubulin, pP70^T389^, total P70, pAKT^S473^, total AKT, pERK, and total ERK protein expression upon EGF stimulation at the indicated time points in primary keratinocytes of the four defined genotypes. The graphs represent quantitation of ratios of RasGTP/Ras (**A**), RacGTP/Rac (**B**), pERK/ERK (**D**), pAKT^S473^/AKT (**E**), pP90RSK ^T359/S363^/tubulin (**F**), and pP70^T389^/P70 (**G**) ratios at short-term and long-term. Boxed areas in graphs indicate the same data shown in middle panels. Data expressed as the mean ± SD. *n* = 9/genotype. (**A**) * *p* < 0.05 vs. WT; ** *p* < 0.01 vs. WT; & *p* < 0.05 vs. Sos1 KO; && *p* < 0.01 vs. Sos1 KO; # *p* < 0.05 vs. Sos2 KO. (**D**) * *p* < 0.05 vs. WT; ** *p* < 0.01 vs. WT; *p* < 0.05 vs. Sos1 KO; && *p* < 0.01 vs. Sos1 KO; # *p* < 0.05 vs. Sos2 KO; # (in blue) *p* < 0.05 vs. Sos2 KO; ## *p* < 0.01 vs. Sos2 KO. (**E**) * *p* < 0.05 Sos1/2 DKO vs. WT; * (in blue) *p* < 0.05 Sos2 KO vs. WT. (**F**) * *p* < 0.05 vs. WT; ** *p* < 0.01 vs. WT. (**G**) * *p* < 0.05 Sos1/2 DKO vs. WT and Sos1 KO; * (in blue) *p* < 0.05 Sos2 KO vs. WT and Sos1 KO; ** *p* < 0.01 vs. WT and Sos1 KO; && *p* < 0.01 vs. WT and Sos1 KO; && (in blue) *p* < 0.01 Sos2 KO vs. WT and Sos1 KO.

**Figure 4:**
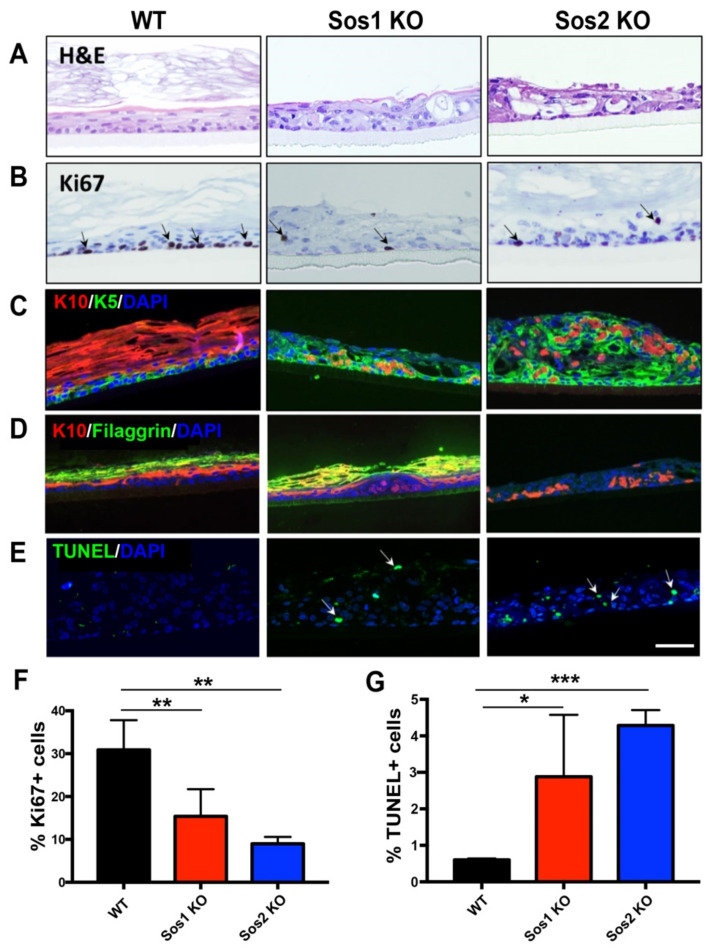
Functional redundancy of Sos1 and Sos2 in the formation of 3D pseudoepidermis. (**A**) Representative H&E-stained sections from histotypic 3D primary keratinocytes cultures of WT, Sos1 KO, and Sos2 KO genotypes. (**B**) Representative images of pseudoepidermis of the indicated genotypes immunostained for Ki67. Arrows show Ki67^+^ cells. (**C**) Representative confocal images of sections of the pseudoepidermis of the three defined genotypes immunostained for K5 (green) and K10 (red). (**D**) Representative confocal images of sections of the pseudoepidermis WT, Sos1 KO, and Sos2 KO genotypes immunostained for K10 (red) and filaggrin (green). (**E**) Confocal images of histotypic 3D cultures stained for TUNEL (green) and counterstained with DAPI (blue). Arrows point out apoptotic cells. Data expressed as the mean ± SD. *n* = 3/genotype. * *p* < 0.05, ** *p* < 0.01 and *** *p* < 0.001 vs. WT. Scale bar: 100 μm. H&E: hematoxylin and eosin; K5: keratin 5; K10: keratin 10. (**F**,**G**) Quantitation of percentage of Ki67 positive (**F**) and TUNEL positive (**G**) cells counted in 3D histotypic cultures of the indicated genotypes.

**Figure 5:**
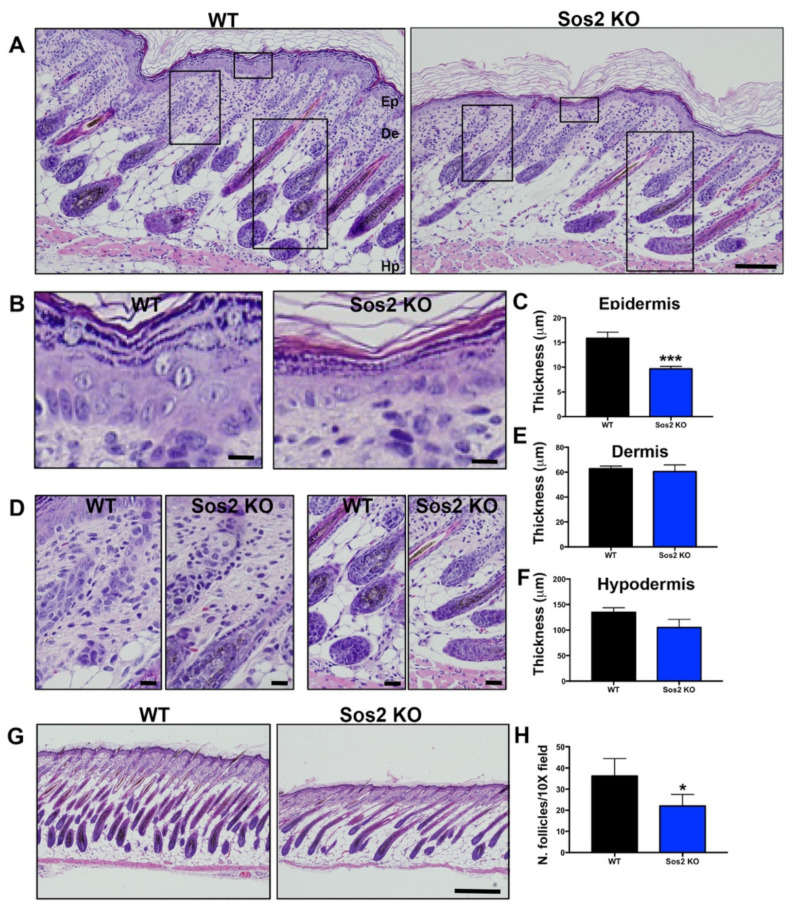
Histological analysis of overall skin architecture in newborn WT and Sos2 KO mice. (**A**) Representative images of H&E-stained, paraffin-embedded sections of skin from newborn WT and Sos2 KO mice. Scale bar: 50 μm. Ep, epidermis; De, dermis; Hp, hipodermis. (**B**,**D**) Higher magnification of boxed areas marked in panel A, focusing on the epidermis (**B**), dermis (left panel in (**D**)), and hypodermis (right panel in (**D**)) of each of the indicated genotypes. Scale bars (**B**,**C**): 10 μm. (**C**,**E**,**F**) Bar plots quantitating thickness of the epidermis (**C**), dermis (**E**), and hypodermis (**F**) layers of the skin of newborn mice of the indicated genotypes. (**G**) Representative images of H&E-stained sections from the dorsal skin of neonate WT and Sos2 KO mice. Scale bar: 200 μm. (**H**) Bar plots represent average of number of follicles per 10× field in the WT and Sos2 KO dorsal skin of neonatal mice. Unfortunately, the embryonal lethality of Sos1 KO mice prevents carrying out similar analyses to evaluate the role of Sos1 in the skin of newborn mice. Data are expressed as means ± the SD. *n* = 4/genotype. * *p* < 0.05 vs. WT; *** *p* < 0.001 vs. WT.

**Figure 6:**
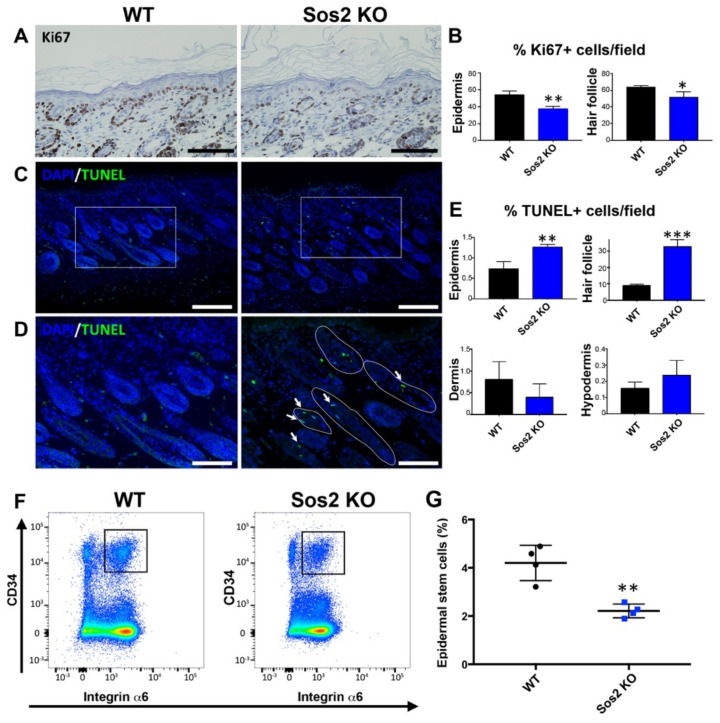
Specific alterations of cellular proliferation, survival, and stem cell population in the skin of newborn Sos2 KO mice. (**A**) Representative images of skin sections of newborn WT and Sos2 KO mice immunostained for Ki67. Scale bars: 50 μm. (**B**) Quantitation of percentage of Ki67^+^ cells per field counted in the epidermis and hair follicles of the indicated Sos genotypes. * *p* < 0.05 vs. WT, ** *p* < 0.01 vs. WT. (**C**) Confocal images of skin sections from animals of the two defined genotypes labeled for TUNEL (green) and counterstained with DAPI (blue). (**D**) Higher magnification of boxed areas marked in panel B, focusing on the hair follicles. White solid lines delimit follicles with TUNEL^+^ cells. Arrows point to apoptotic cells in hair follicles. Scale bars in B: 50 μm, in C: 25 μm. (**E**) Quantitation of percentage of apoptotic TUNEL^+^ cells per field in skin of the indicated Sos genotypes. Data are expressed as means ± the SD. *n* = 3/genotype. ** *p* < 0.01 vs. WT, *** *p* < 0.001 vs. WT. (**F**) Representative flow cytometry scatter plots showing the different epidermal populations according to CD34 and integrin α6 expression in the skin of WT and Sos2 KO neonate mice. The gate used for the isolation of basal bulge epidermal stem cell population is depicted with a square. (**G**) The graph illustrates the quantitation of the abundance of the CD34^+^/integrin α6^+^ pools in the skin of WT and Sos2 KO neonatal mice. ** *p* < 0.01; *n* = 4/genotype.

**Figure 7:**
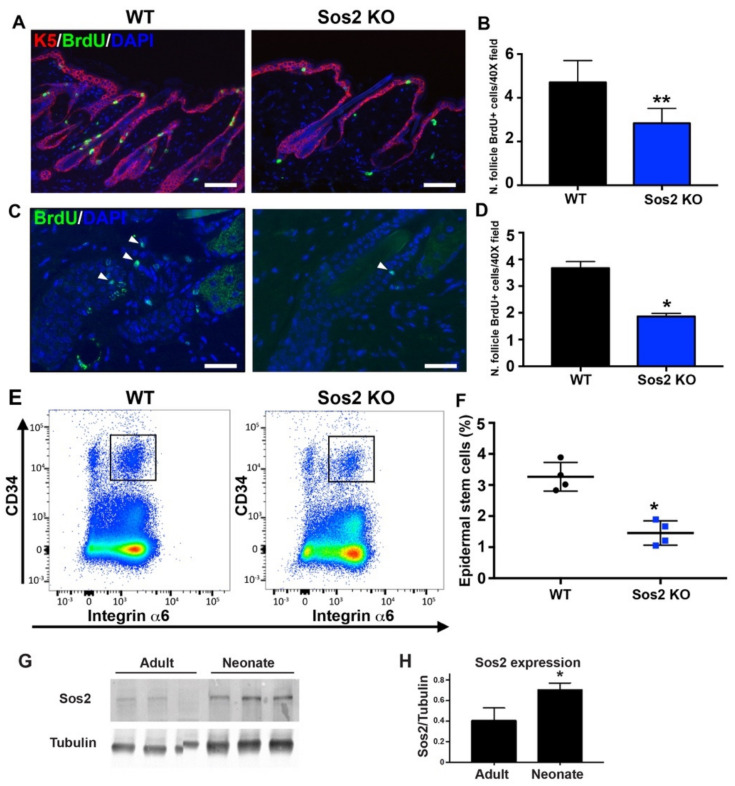
The number and survival of proliferative cell is reduced in hair follicles of the skin of adult Sos2 KO mice. (**A**) Representative confocal images of dorsal skin sections of WT and Sos2 KO adult mice immunolabeled for K5 (red) and BrdU (green) and counterstained with DAPI (blue). Scale bar: 50 μm. (**B**) Graph illustrates quantitation of number of hair follicle BrdU^+^ cells per 40× field. ** *p* < 0.01 vs. WT. (**C**) Representative confocal images of dorsal skin sections of WT and Sos2 KO adult mice from label-retaining experiments (see Materials and Methods) immunolabeled for BrdU (green) and counterstained with DAPI (blue). (**D**) Graph illustrates quantitation of number of survival hair follicle BrdU^+^ cells per 40× field. Arrowheads show proliferative cells. Scale bar: 25 μm. Data are expressed as means ± the SD. *n* = 3/genotype. * *p* < 0.05 vs. WT. (**E**) Representative flow cytometry scatter plots showing the different epidermal populations according to CD34 and integrin α6 expression in the skin of WT and Sos2 KO neonate mice. The gate used for the isolation of basal bulge epidermal stem cell population is depicted with a square. (**F**) The graph illustrates the quantitation of the abundance of the CD34^+^/integrin α6^+^ pools in the skin of WT and Sos2 KO adult mice. * *p* < 0.05 vs. WT; *n* = 4/genotype. (**G**) Western blot analysis shows Sos2 protein expression in dorsal skin from adult (2-month-old) and neonate WT mice. (**H**) Bar plot represent average of Sos2 protein expression in WT dorsal skin of adult and neonate mice. Data expressed as normalized ratios of Sos2 and tubulin protein expression. Data are expressed as means ± the SD. *n* = 3/group. Scale bars: 25 μm. * *p* < 0.05 vs. adult group.

## Data Availability

All microarray hybridization data were deposited and are available at the NCBI Gene Expression Omnibus database (GSE166020, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166020 accessed on 28 April 2021). The additional data presented in this study are available on request from the corresponding author.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13092152/s1, Figure S1: Adeno-Cre mediated ablation of Sos1 in primary mouse keratinocytes. Figure S2: Comparison of Sos1 and Sos2 expression levels in different skin cell compartments.

How the deposited data were processed for this re-analysis (not part of the article)

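The arrays measured RNA from primary keratinocytes of newborn WT mice and mice of the Sos1 KO, Sos2 KO or Sos1/2 DKO genotype, infected with adenovirus carrying GFP and Cre. According to the paper's methods and the array labels, the authors summarised the signals by robust multichip average (RMA) in R 3.6.3 and deposited them as log2 values. The authors name limma for their tests and give no version for it or for RMA. The legend of Figure 1 says that the 14 arrays were analysed jointly, and a filter on probesets is not stated in the sources used here.

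The deposited log2 values were used without further scaling. Of 29129 probesets, 22206 measure genes and were tested, and 6923 control probesets were used only to compare arrays. A symbol was given to 19572 gene probesets from the table of the array's probes, and all 19572 had their gene ID in RefSeq names for the mouse assembly GRCm38.p6, used for names alone. No coordinates were used. Where counts are of genes, the 19505 genes with 1 symbol were counted once each, through the probeset with the highest mean, and 67 further probesets were set aside. All 14 arrays were used: WT, Sos1 KO and Sos2 KO with 4 each and Sos1/2 DKO with 2, grouped by the labels.

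Tests ran in R 4.3.3 with limma 3.58.1, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. A linear model held a mean for each genotype, with moderated variances (eBayes) over all 14 arrays. Comparisons were each knockout with WT, the knockouts with each other, and the interaction, which is Sos1/2 DKO minus Sos1 KO minus Sos2 KO plus WT. Adjusted p is by Benjamini and Hochberg over the probesets of a comparison. Gene lists were tested with camera at a preset correlation of 0.01 between genes, with p adjusted over the 35 lists and the 3 comparisons with WT together, and over the lists within each other comparison. Each list was also scored per array as the mean of its members relative to the WT arrays, with an exact permutation test. Overlaps and correlations were set beside 20 simulations of unchanged groups that share the WT arrays and beside every division of the 4 WT arrays between the comparisons. Arrays were clustered with complete linkage on 1 minus Pearson correlation.

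The genes named in the text were chosen by a rule. For each comparison with WT it takes the 6 genes with the largest increase and the 6 with the largest decrease among those past the threshold with no overlap between knockout and WT arrays. It adds up to 4 members of each list described, those with the smallest adjusted p, and the genes that the study itself names. Olfactory, vomeronasal and taste receptors, ribosomal proteins and neuronal receptors are described by counts.

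The comparisons, lists, rule and most alternatives were fixed before the data were examined. Those alternatives were: fits on only the 2 groups compared, an intensity trend, robust eBayes, array weights, leaving out dim probesets (14804 or 11103 kept), median centring, quantile normalization, cyclic loess, an adjusted p under 0.01, an absolute log2 fold change of at least 1, 1 value per gene, replicate blocks by number and by letter, leaving out each array in turn, and 2 of the 4 single-knockout arrays. For lists they were camera with an estimated correlation, fry and a background without dim probesets, and for clustering average linkage, Euclidean distance and the 1000 most variable probesets. Chosen after the data were seen were control probesets included in the test (alone and with only the 2 groups compared), a block for arrays with poly-A spike-in signal, only arrays without that signal, only WT replicates 3 and 4 as controls, and the Sos1/2 DKO arrays left out.

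The code was tested on simulated data with 400 changed probesets. At a log2 change of 1 it recovered 377 with 4 arrays against 4 (12 false calls) and 346 with 2 against 4 (15 false calls), and at 0.5 it recovered 79 and 0. All simulated arrays had the spread that the fit shares between genotypes, and their genes varied independently. The real Sos1/2 DKO arrays lay further apart, so these figures check the code and do not describe the Sos1/2 DKO comparison. The probe-level files and the gene ontology and pathway sets of the paper were not used here. Some results for lists and genes are not reported here.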

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

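The tests on olfactory receptors and on other splits of the arrays were set with the design, and those on the mitosis, collagen and early differentiation lists, on the labelling batch and on the loss of Sos1 only after the result was seen.

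Control probesets, which the paper does not report on, set the Sos1/2 DKO arrays apart: their means were 11.16 for bacterial hybridization, 4.66 for background, 4.94 for external RNA and 4.82 for reporter controls, each above every other array, while negative controls (4.36, against group means of 4.68 to 4.80) and positive controls (7.96, against 8.31 to 8.38) were lower. Olfactory receptor probesets, on which it reports nothing either, had a median log2 fold change of 0.36 in Sos1/2 DKO (0.05 after cyclic loess), and the fold change correlated with the WT level at a Spearman coefficient of -0.50 (-0.09 after cyclic loess, -0.25 in Sos1 KO and -0.18 in Sos2 KO). These values are consistent with a narrower range of signal of the gene probesets on the Sos1/2 DKO arrays, which raises dim and lowers bright ones, as part of the larger number of calls there, although the lower negative controls go against a rise of all dim probesets. Level alone gave smaller changes than those of 2 lists. Mitosis genes had a median of -1.69, where 10000 random lists matched by level gave -0.59 to -0.02 and at lowest -0.87. Collagen genes had 0.77, against 0.00 to 0.40 and at highest 0.54. After cyclic loess the medians were -1.78 (camera adjusted p = 4.95e-12) and 0.61 (adjusted p = 1.05e-07). Both calls are lost with an estimated correlation (adjusted p = 0.33 and 0.238, without that scaling). The random lists drew genes independently, while members of a list can vary together, so their spread is too narrow for a test. They match level only and leave other differences of these arrays open. What gave the Sos1/2 DKO arrays their narrower range of signal stays open, and no biological explanation of it was tested.

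The WT arrays fell into pairs, with 1441 probesets differing between replicates 3 and 4 and replicates 1 and 2 (618 higher, 823 lower), among them 36 of 45 DNA replication genes (median -0.96), 45 of 53 histone genes (median -1.09), 21 of 48 mitosis genes and 10 of 23 ERK target and feedback genes (median -0.84), and the difference correlated at 0.41 across probesets with the difference of Sos1 KO from Sos2 KO. Poly-A spike-in controls, also not reported on in the paper, read 5.67 and 7.25 in WT replicates 3 and 4 and 8.46 in Sos1 KO replicate 2, and 3.67 to 4.04 elsewhere. If a labelling batch were the cause, the difference of Sos1 KO replicate 2 from the other Sos1 KO arrays should follow that of the WT pairs, and the correlation across probesets was -0.05 (-0.10, 0.16 and 0.00 for the other Sos1 KO arrays). With a single Sos1 KO array carrying the sign, a labelling batch and other sources of this difference cannot be told apart. A difference between the cultures or animals behind the WT arrays was not tested.

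Early differentiation genes rose in Sos1 KO and not in Sos1/2 DKO cells, and their interaction of Sos1 and Sos2 loss had a median of -2.48, with -0.97 for cornified envelope and -0.91 for barrier lipid genes (by camera, with an adjusted p of 0.272, 0.315 and 0.168 with an estimated correlation). Their median difference of -2.33 between Sos1/2 DKO and Sos1 KO lay below 10000 random lists matched by level (-0.74 to 0.06, lowest -1.14). It was -1.99 (camera adjusted p = 8.86e-05) after cyclic loess, but the call is lost with an estimated correlation (adjusted p = 0.341, without that scaling). A narrower range of signal acting by level alone thus gave smaller falls. These random lists also drew genes independently, so their spread is too narrow for a test. The Sos1 probeset read 6.35 and 5.85 in Sos1/2 DKO and 7.34 to 8.12 in Sos1 KO (difference -1.57), the opposite of a less complete loss of Sos1 in Sos1/2 DKO, and the paper reports hardly any Sos1 protein in either, but as the place of the probeset relative to the deleted exons is not given, such a loss and other sources cannot be told apart from it alone. A need for Sos2 in early differentiation once Sos1 is lost stays open as a hypothesis, found and tested on the same arrays. Differences between the cultures of the Sos1/2 DKO and Sos1 KO arrays were not tested.

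The interaction passed the threshold in 4917 probesets, by limma's test of the difference between the groups. Other lists with an interaction by camera were replication-dependent histones (1.08), cholesterol synthesis (-0.25), FOXO targets (-0.40), mRNA splicing (-0.21), collagens (0.38), neuronal ion channels and receptors (0.30), olfactory receptors (0.24), vomeronasal and taste receptors (0.23), ribosomal proteins (-0.21) and melanocyte genes (-2.01), none of which passed with an estimated correlation (adjusted p from 0.168 to 0.621).

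A single array lay far from the rest of its group, by Dixon's ratio, in 15 of 360 groups tested, where chance gives 18 (about 1 in 20). Among list scores, Sos2 KO replicate 1 did so for early differentiation (0.34), barrier lipids (0.09) and FOXO targets (0.07), and WT replicate 3 for olfactory receptors (-0.03). Among genes, WT replicate 3 did so for Cdsn (8.38), Mmp9 (9.11) and Cip2a (6.27), and WT replicate 4 for Mmp13 (7.28) and Dct (8.73). Sos1 KO replicate 3 did so for Bcl2l15 (4.77), and Sos1 KO replicate 2 for Pttg1 (6.85) and Tyr (5.59). In the Sos2 KO group these were Pcna in replicate 1 (10.79), Adi1 in replicate 3 (8.06) and Dct in replicate 4 (9.97).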

How the results depend on the processing

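The settings by poly-A signal or WT pair, control probesets, and the Sos1/2 DKO arrays left out were chosen after the data were seen, and all other settings before. Over all alternatives, 1061 results kept their direction and side of the threshold or count, 180 counts or values moved, 32 became weaker, and 10 stronger. Part of the 1061 could not change. For example, the Sos1 KO and Sos1/2 DKO fold changes correlated at 0.53 in 2-group fits, with an intensity trend and with robust eBayes. These settings leave the fold changes as they are. No result past the threshold passed it in the opposite direction, while 3 list tests in Sos1/2 DKO that had missed it turned from down to up, early differentiation with 11103 probesets kept and the cornified envelope with that setting and with only WT replicates 3 and 4 as controls. For the genes named, 98 of 149 called comparisons stayed called in every alternative set earlier, with 4003 of 4296 alternatives the same, 293 weaker and 0 reversed. Signal over background limits what dim probesets can show, since 14098 of 22206 gene probesets (63.5%) had mean signals under 7.36, the 95th percentile of the negative controls. With 1 Sos1/2 DKO array left out, the other is assumed to vary like the other groups. No fit on only the 2 groups compared gives an interaction, and no fit without the Sos1/2 DKO arrays gives a value for them. Stricter thresholds lower counts by construction, and for every other change below the cause was not tested.

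The replicate numbers and letters of the labels do not pair the samples by any stated design. With the number as a replicate block, 1133 higher and 1705 lower probesets were called in Sos1 KO, 64 and 75 in Sos2 KO, and 6224 and 4879 in Sos1/2 DKO. As a hint from the data, the deviations of each array from its genotype mean were correlated across probesets. By this measure each WT array matched best the Sos1 KO array of its own number (0.115, 0.0794, 0.192 and 0.0459). None did so with Sos2 KO. Replicates 1 and 2 of Sos1 KO (0.0748 and 0.0775) and of Sos2 KO (0.065 and 0.0509) matched best the Sos1/2 DKO array of their own number. WT replicate 1 did so too (0.303), and WT replicate 2 did not (-0.214). The 2 Sos1/2 DKO arrays deviate from their mean in exactly opposite ways, so a best match there is only a matter of sign. By letter, the C arrays of WT (-0.364), Sos1 KO (-0.123) and Sos2 KO (-0.0343) did not match best the Sos1/2 DKO array C. The E arrays of WT (0.0608) and Sos2 KO (0.00179) did match best the Sos1/2 DKO array E. The matches with Sos1/2 DKO thus give no hint of a pairing.

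With array weights, higher probesets were 2360 in Sos1 KO, 548 in Sos2 KO and 2318 in Sos1/2 DKO and lower probesets were 2800 in Sos1 KO and 678 in Sos2 KO. With array weights, probesets differing between knockouts were 3336 (Sos1 KO to Sos2 KO), 2738 (Sos1/2 DKO to Sos1 KO) and 4767 (Sos1/2 DKO to Sos2 KO) and the interaction gave 2306. With array weights, genes shared were 63 higher in Sos2 KO and Sos1/2 DKO and 351 lower in Sos2 KO and Sos1/2 DKO. With array weights, the Sos2 change in Sos2 KO, -0.80, passed the threshold. With the replicate block by letter, higher probesets were 609 in Sos1 KO and 39 in Sos2 KO and lower probesets were 50 in Sos2 KO. With the replicate block by letter, probesets differing between knockouts were 690 (Sos1 KO to Sos2 KO) and 5778 (Sos1/2 DKO to Sos1 KO) and the interaction gave 3082. With the replicate block by letter, genes shared were 183 higher in Sos1 KO and Sos1/2 DKO, 738 lower in Sos1 KO and Sos1/2 DKO, 2 higher in Sos2 KO and Sos1/2 DKO and 32 lower in Sos2 KO and Sos1/2 DKO. With that block with trend and array weights, higher probesets were 2139 in Sos1 KO, 215 in Sos2 KO and 1426 in Sos1/2 DKO and lower probesets were 255 in Sos2 KO and 2818 in Sos1/2 DKO. With that block with trend and array weights, probesets differing between knockouts were 2275 (Sos1 KO to Sos2 KO), 1723 (Sos1/2 DKO to Sos1 KO) and 3572 (Sos1/2 DKO to Sos2 KO) and the interaction gave 1641. With that block with trend and array weights, genes shared were 277 higher in Sos1 KO and Sos1/2 DKO, 5 higher in Sos2 KO and Sos1/2 DKO and 113 lower in Sos2 KO and Sos1/2 DKO. With that block with trend and array weights, the Sos2 change in Sos2 KO, -0.78, passed the threshold. With an adjusted p under 0.01, higher probesets were 405 in Sos1 KO, 16 in Sos2 KO and 4213 in Sos1/2 DKO and lower probesets were 871 in Sos1 KO and 19 in Sos2 KO. With an adjusted p under 0.01, probesets differing between knockouts were 555 (Sos1 KO to Sos2 KO), 4946 (Sos1/2 DKO to Sos1 KO) and 6871 (Sos1/2 DKO to Sos2 KO) and the interaction gave 2341. With an adjusted p under 0.01, genes shared were 92 higher in Sos1 KO and Sos1/2 DKO, 537 lower in Sos1 KO and Sos1/2 DKO, 1 higher in Sos2 KO and Sos1/2 DKO and 12 lower in Sos2 KO and Sos1/2 DKO. With a log2 fold change of at least 1, higher probesets were 214 in Sos1 KO, 21 in Sos2 KO and 560 in Sos1/2 DKO and lower probesets were 487 in Sos1 KO, 24 in Sos2 KO and 2420 in Sos1/2 DKO. With a log2 fold change of at least 1, probesets differing between knockouts were 427 (Sos1 KO to Sos2 KO), 1982 (Sos1/2 DKO to Sos1 KO) and 2491 (Sos1/2 DKO to Sos2 KO) and the interaction gave 2051. With a log2 fold change of at least 1, genes shared were 13 higher in Sos1 KO and Sos1/2 DKO, 294 lower in Sos1 KO and Sos1/2 DKO, 0 higher in Sos2 KO and Sos1/2 DKO and 12 lower in Sos2 KO and Sos1/2 DKO. With only the 2 groups compared, higher probesets were 104 in Sos2 KO and 4242 in Sos1/2 DKO. With only the 2 groups compared, probesets differing between knockouts were 3061 (Sos1 KO to Sos2 KO). With only the 2 groups compared, genes shared were 309 higher in Sos1 KO and Sos1/2 DKO. With only the 2 groups compared, the adjusted p was 0.0628 for methionine salvage in Sos2 KO. With only the 2 groups compared, the Sos2 change in Sos2 KO, -0.77, passed the threshold. With 14804 probesets kept, higher probesets were 3820 in Sos1/2 DKO. With 14804 probesets kept, the adjusted p was 0.081 for methionine salvage in Sos2 KO. With 11103 probesets kept, higher probesets were 2113 in Sos1/2 DKO. With 11103 probesets kept, probesets differing between knockouts were 5379 (Sos1/2 DKO to Sos1 KO) and 6140 (Sos1/2 DKO to Sos2 KO). With 11103 probesets kept, the adjusted p was 0.108 for methionine salvage in Sos2 KO, 0.99 for early differentiation in Sos1/2 DKO and 0.687 for cornified envelope in Sos1/2 DKO. With cyclic loess, higher probesets were 3864 in Sos1/2 DKO. With cyclic loess, genes shared were 25 higher in Sos2 KO and Sos1/2 DKO. With cyclic loess, the adjusted p was 0.0669 for methionine salvage in Sos2 KO and 0.091 for FGF, WNT and BMP ligands in Sos2 KO. With median centring, genes shared were 282 higher in Sos1 KO and Sos1/2 DKO and 2 higher in Sos2 KO and Sos1/2 DKO. With quantile normalization, genes shared were 772 lower in Sos1 KO and Sos1/2 DKO, 20 higher in Sos2 KO and Sos1/2 DKO and 29 lower in Sos2 KO and Sos1/2 DKO. With quantile normalization, the adjusted p was 0.0847 for methionine salvage in Sos2 KO and 0.125 for FGF, WNT and BMP ligands in Sos2 KO. With camera's estimated correlation, the adjusted p was 0.2 for DNA replication in Sos1 KO, 0.106 for mitosis in Sos1 KO, 0.238 for replication-dependent histones in Sos1 KO, 0.208 for early differentiation in Sos1 KO, 0.308 for cornified envelope in Sos1 KO, 0.238 for epidermal barrier lipids in Sos1 KO, 0.238 for methionine salvage in Sos2 KO, 0.274 for FGF, WNT and BMP ligands in Sos2 KO, 0.438 for DNA replication in Sos1/2 DKO, 0.33 for mitosis in Sos1/2 DKO, 0.238 for mRNA splicing in Sos1/2 DKO and 0.238 for collagens in Sos1/2 DKO. With a list background of 14804 probesets, the adjusted p was 0.081 for methionine salvage in Sos2 KO. With fry, the adjusted p was 0.0608 for FGF, WNT and BMP ligands in Sos2 KO.

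With 2 of 4 Sos1 KO arrays (6 choices), counts had a median of 394.5 and a lowest of 256 and a highest of 694 for probesets higher in Sos1 KO, and a median of 796 and a lowest of 672 and a highest of 1039 for probesets lower in Sos1 KO. With 2 of 4 Sos1 KO arrays, counts had a median of 438.5 and a lowest of 362 and a highest of 768 for probesets differing in Sos1 KO to Sos2 KO, and a lowest of 5640 for probesets differing in Sos1/2 DKO to Sos1 KO. With 2 of 4 Sos1 KO arrays, counts had a lowest of 3038 for the interaction. With 2 of 4 Sos2 KO arrays (6 choices), counts had a median of 2 and a lowest of 2 and a highest of 4 for probesets higher in Sos2 KO, and a median of 3 and a lowest of 1 and a highest of 7 for probesets lower in Sos2 KO. With 2 of 4 Sos2 KO arrays, counts had a median of 343.5 and a lowest of 279 and a highest of 448 for probesets differing in Sos1 KO to Sos2 KO, and a median of 2991.5 and a lowest of 2368 for the interaction. With 2 of 4 Sos2 KO arrays, counts had a lowest of 6665 for probesets differing in Sos1/2 DKO to Sos2 KO.

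Leaving out 1 array at a time gave 611 to 1790 for probesets higher in Sos1 KO, 19 to 125 for probesets higher in Sos2 KO, 25 to 181 for probesets lower in Sos2 KO and 690 to 1828 for probesets differing between the single knockouts. The ranges were 209 to 845 for genes higher in both Sos1 KO and Sos1/2 DKO, 755 to 1440 for genes lower in both Sos1 KO and Sos1/2 DKO, 1 to 31 for genes higher in both Sos2 KO and Sos1/2 DKO and 18 to 121 for genes lower in both Sos2 KO and Sos1/2 DKO. For list tests (adjusted p) and Sos2 they were 0.0179 to 0.11 for methionine salvage in Sos2 KO, 0.00931 to 0.113 for FGF, WNT and BMP ligands in Sos2 KO, 0.0392 to 0.999 for early differentiation in Sos1/2 DKO and -0.80 to -0.72 for the Sos2 change in Sos2 KO.

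The following settings were chosen after the data were seen. With only WT replicates 3 and 4 as controls, higher probesets were 396 in Sos1 KO and 133 in Sos2 KO and lower probesets were 1055 in Sos1 KO and 312 in Sos2 KO. With only WT replicates 3 and 4 as controls, genes shared were 113 higher in Sos1 KO and Sos1/2 DKO, 672 lower in Sos1 KO and Sos1/2 DKO, 21 higher in Sos2 KO and Sos1/2 DKO and 205 lower in Sos2 KO and Sos1/2 DKO. With only WT replicates 3 and 4 as controls, the adjusted p was 0.414 for methionine salvage in Sos2 KO, 0.546 for FGF, WNT and BMP ligands in Sos2 KO and 0.851 for cornified envelope in Sos1/2 DKO. With the Sos1/2 DKO arrays left out, higher probesets were 1790 in Sos1 KO and 125 in Sos2 KO and lower probesets were 181 in Sos2 KO. With the Sos1/2 DKO arrays left out, the adjusted p was 0.0586 for methionine salvage in Sos2 KO. With the Sos1/2 DKO arrays left out, the Sos2 change in Sos2 KO, -0.77, passed the threshold. With control probesets included and only the 2 groups compared, higher probesets were 101 in Sos2 KO and 4256 in Sos1/2 DKO. With control probesets included and only the 2 groups compared, probesets differing between knockouts were 2644 (Sos1 KO to Sos2 KO). With control probesets included and only the 2 groups compared, genes shared were 165 higher in Sos1 KO and Sos1/2 DKO, 638 lower in Sos1 KO and Sos1/2 DKO and 5 higher in Sos2 KO and Sos1/2 DKO. With control probesets included and only the 2 groups compared, the adjusted p was 0.0589 for methionine salvage in Sos2 KO. With control probesets included and only the 2 groups compared, the Sos2 change in Sos2 KO, -0.77, passed the threshold. With only arrays without poly-A signal, higher probesets were 323 in Sos2 KO and lower probesets were 620 in Sos2 KO. With only arrays without poly-A signal, genes shared were 723 higher in Sos1 KO and Sos1/2 DKO, 126 higher in Sos2 KO and Sos1/2 DKO and 517 lower in Sos2 KO and Sos1/2 DKO. With only arrays without poly-A signal, correlations across genes were 0.549 (Sos2 KO and Sos1/2 DKO) and 0.758 (Sos1 KO and Sos2 KO). With only arrays without poly-A signal, the adjusted p was 0.00419 for cornified envelope in Sos1/2 DKO. With control probesets included, genes shared were 4 higher in Sos2 KO and Sos1/2 DKO. With a block for poly-A signal, the adjusted p was 0.00415 for cornified envelope in Sos1/2 DKO.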

Differences from the paper's values

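Alternatives labelled as chosen later were added after the values were seen, and all others were set before the data were examined. The paper gives an FDR of 0.05, the threshold used here. Its legend of Figure 1 says that the 14 arrays were analysed jointly, which was read here as 1 fit on all of them. The legend does not say which arrays entered each test, so fits on only the 2 groups compared may also be what was done. The paper states no filter on probesets. A count or ratio is called near the paper's value where neither is more than 1.5 times the other, a limit chosen here.

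The paper gives 10 as the ratio of Sos1 KO to Sos2 KO calls, and the value here was 19.9. With only the 2 groups compared it was 12.7 and with the replicate block by letter, trend and array weights 9.97, near the paper's value. So it was without Sos1/2 DKO replicate 1 or 2 (13.2 each), and not without any other single array. It stayed apart, but below the paper's value, with array weights alone (4.21), and above it with the intensity trend, robust eBayes, 14804 or 11103 probesets kept, median centring, quantile normalization, cyclic loess, 1 value per gene, either replicate block alone, an adjusted p under 0.01 and a log2 fold change of at least 1.

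In Sos2 KO, the paper's Figure 1A shows about 110 higher probesets (read by eye), and 62 were called here. Fits on only the 2 groups compared (104) and cyclic loess (74) came near it, as did leaving out WT replicate 3 (78) or either Sos1/2 DKO array (125 each). Every other alternative set before the data were examined did not.

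For Sos1/2 DKO, Figure 1A of the paper shows about 4300 higher probesets (read by eye), and 6668 were called here. The alternatives near it were only the 2 groups compared (4242), 14804 probesets kept (3820), median centring (5452), quantile normalization (5332), cyclic loess (3864), 1 value per gene (5584), the replicate block by number (6224) or by letter (5712), and an adjusted p under 0.01 (4213). Leaving out WT replicate 1 (6115), 2 (5974) or 4 (6345), Sos2 KO replicate 2 (6403), 3 (6444) or 4 (6431), or Sos1/2 DKO replicate 1 (5625) or 2 (6003) also did so, and leaving out any other array did not. Those that were not were the intensity trend, robust eBayes, array weights, 11103 probesets kept, the letter block with trend and array weights, and a log2 fold change of at least 1.

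The paper's Figure 1A shows about 180 genes higher in both Sos1 KO and Sos1/2 DKO (read by eye), where 472 were counted here. The replicate block by letter (183) came near it, as did leaving out WT replicate 1 (235) or 2 (209) or Sos1 KO replicate 3 (221), and no other alternative set before the data were examined did.

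It also shows about 680 genes lower in both (Figure 1A, read by eye), where 1177 were counted here. Fits on only the 2 groups compared (895), quantile normalization (772), cyclic loess (998), the replicate block by letter (738) and an adjusted p under 0.01 (537) came near the paper's value. Leaving out WT replicate 1 (801) or 2 (755), or Sos1 KO replicate 1 (947), 2 (981), 3 (805) or 4 (891), also did so, and leaving out any other array did not. The intensity trend, robust eBayes, array weights, 14804 or 11103 probesets kept, median centring, 1 value per gene, the replicate block by number, the letter block with trend and array weights, and a log2 fold change of at least 1 did not.

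Testing the control probesets together with the gene probesets in fits on only the 2 groups compared, an alternative chosen after seeing the values, gave a ratio of 10.9, 101 higher probesets in Sos2 KO, 4256 in Sos1/2 DKO, and 165 and 638 genes higher and lower in both, all near the paper's values. That alternative called 2066 probesets in Sos1 KO, 190 in Sos2 KO and 8880 in Sos1/2 DKO. The paper gives about 2100, 200 and 8890. Of the alternatives tried, it is thus a likely way in which the paper's counts arose. How many of the paper's own called items it drops is unknown, since the paper's list was not analysed here. Other alternatives chosen after seeing the values that came near the paper's were only WT replicates 3 and 4 as controls, for the higher probesets of Sos2 KO (133) and Sos1/2 DKO (5300) and the genes lower in both (672), and control probesets included with all 14 arrays, for the genes lower in both (990). Leaving the Sos1/2 DKO arrays out gave a ratio of 13.2 and 125 higher probesets in Sos2 KO, and a block for poly-A signal (6180) or only arrays without it (6205) brought the higher probesets of Sos1/2 DKO near the paper's value.

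The paper states that clustering separates WT samples from all other genotypes, whereas here the smallest branch that held the 4 WT arrays also held the 4 Sos2 KO arrays. The arrays were clustered here over all gene probesets or those called in any comparison, while the paper's heatmaps show the probesets called when WT is compared with the other genotypes, so the trees are not alike in what they cover. For the cells lacking Sos1, the paper ascribes the higher genes mainly to differentiation and metabolism, and in Sos1/2 DKO cells 5 of 14 early differentiation genes were lower while the others did not pass, although 11 of 14 were higher in Sos1 KO cells. The paper counts nucleosome assembly among the lower pathways of these cells. Of the 53 replication-dependent histone genes listed here, 1 was lower and 4 were higher in Sos1/2 DKO cells, although 42 were lower in Sos1 KO cells. The paper counts cornified envelope genes among the higher ones. Of the 58 listed here, 5 were higher and 6 lower in Sos1/2 DKO cells, although 16 were higher in Sos1 KO cells. The paper's own categories, which may hold other genes than these lists, were not tested here. The lists therefore do not decide whether its enrichments hold in Sos1/2 DKO cells.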

Other observations

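Of the tests in this part, the gene lists and the splits of the arrays were set with the design, and most single genes were picked after the result was seen.

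Targets and feedback genes of ERK were lower in Sos1 KO keratinocytes, with Dusp6 at -2.70 (adjusted p = 0.00143 from limma), Phlda1 at -2.17 (adjusted p = 0.000378) and Etv4 at -1.31 (adjusted p = 0.00398). Of 23 such genes, 8 were lower (11 adjusted over the list alone, camera adjusted p = 1.51e-06, and adjusted p = 0.295 with an estimated correlation). Etv4 did not pass in Sos1/2 DKO cells (-0.07, adjusted p = 0.87), where 10 of the 23 were lower and 2 higher (camera adjusted p = 0.0594). In Sos2 KO cells the list was lower by camera (adjusted p = 0.000136, and 0.385 as the adjusted p with an estimated correlation), though its genes did not pass in limma and the Sos2 KO arrays scored -0.43 to -0.32, inside the WT range of -0.61 to 0.46. The WT arrays also differed among themselves in this list, with 10 of the 23 lower in replicates 3 and 4 than in replicates 1 and 2 (median -0.84). Melanocyte genes were lower in Sos1/2 DKO cultures, 6 of 8 (7 adjusted over the list alone, median -1.21, camera adjusted p = 0.00122, and adjusted p = 0.308 with an estimated correlation), with Dct at -2.37, Tyr at -1.92 and Pmel at -1.91.

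Collagen genes were higher in Sos1/2 DKO cells, 29 of 42 (30 adjusted over the list alone, camera adjusted p = 5.1e-07, and adjusted p = 0.238 with an estimated correlation), with Col22a1 at 1.36 and Col15a1 at 1.06, on arrays with a narrower range of signal. In Sos1 KO cells 8 of the 42 were higher and 1 lower (12 and 2 adjusted over the list alone, camera adjusted p = 0.000271, and adjusted p = 0.315 with an estimated correlation). FGF, WNT and BMP ligands were also higher in Sos1/2 DKO cells, 30 of 51 (32 adjusted over the list alone, camera adjusted p = 0.000207, and adjusted p = 0.125 with an estimated correlation). These ligands were not set beside random lists matched by level. On the same arrays, neuronal ion channels and receptors had a median of 0.43, which was 0.11 after cyclic loess. Splicing genes were lower in Sos1/2 DKO cells, 29 of 39 (30 adjusted over the list alone, camera adjusted p = 8.71e-11, and adjusted p = 0.238 with an estimated correlation), with Srsf3 at -1.47, and in Sos1 KO cells, 11 of 39 (15 adjusted over the list alone, adjusted p = 1.15e-09, and again 0.238 as the adjusted p with an estimated correlation). The splicing list also differed among the WT arrays, with 5 of the 39 lower in replicates 3 and 4 than in replicates 1 and 2 (median -0.36), and the Sos1 KO arrays scored -0.40 to -0.31 and the WT arrays -0.18 to 0.20. Cellular stress genes were higher in Sos1 KO cells, 6 of 12 (7 adjusted over the list alone, adjusted p = 0.00255, and adjusted p = 0.238 with an estimated correlation), with Ddit3 at 1.08. Basal keratinocyte genes were lower in Sos1/2 DKO cells, 8 of 12 (8 adjusted over the list alone, median -0.85, adjusted p = 0.00147, and adjusted p = 0.2 with an estimated correlation). Cholesterol synthesis genes were lower there too, 11 of 19 with 1 higher (11 and 1 adjusted over the list alone, adjusted p = 0.00039, and adjusted p = 0.238 with an estimated correlation), among them Idi1 at -2.42, though after cyclic loess 4 were lower and 4 higher.

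Of the genes whose products the study measures, and of Egfr, whose pathway it stimulates, Itga6 was lower in Sos1/2 DKO cells (-1.41, adjusted p = 0.00176, and 0.039 as the adjusted p after cyclic loess). Egfr was lower (-0.82, adjusted p = 0.0106) and Cd34 higher (0.59, adjusted p = 0.00694) there, but not after cyclic loess (-0.47, adjusted p = 0.159, and 0.19, adjusted p = 0.346). That scaling evens out differences between arrays that follow the signal level, whatever their cause. Which of the values is nearer the true change was not tested. None of these 3 passed in Sos1 KO (-0.57, -0.38 and 0.06) or Sos2 KO cells (-0.23, -0.14 and 0.12). Krt5 did not pass in any knockout against WT (-0.12, 0.04 and -0.18), although after cyclic loess it was higher in Sos1/2 DKO (0.34, adjusted p = 0.0354).

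Against WT, for Sos1 KO, then Sos2 KO, then Sos1/2 DKO, camera's adjusted p was 0.603, 0.516 and 0.692 for CDK inhibitors, of which Cdkn1b was higher in Sos1 KO cells (0.64, adjusted p = 0.000906). It was 0.625, 0.881 and 0.569 for wound keratins and alarmins, 0.201, 0.0281 and 0.198 for FOXO targets, 0.842, 0.214 and 0.131 for p53 targets, 0.604, 0.00123 and 0.709 for the interferon response, 0.27, 0.608 and 0.592 for hair follicle stem cell genes, and 0.395, 0.239 and 0.0402 for Ras pathway components. With an estimated correlation, FOXO targets (0.308) and the interferon response (0.385) in Sos2 KO and Ras pathway components (0.179) in Sos1/2 DKO did not pass. The interferon response had 1 of 23 genes higher in Sos2 KO (5 adjusted over the list alone), but 6 differed between the pairs of WT arrays (median 0.53), and the Sos2 KO scores of 0.22 to 0.30 lay inside the WT range of -0.35 to 0.36, as did those of FOXO targets. Median and mean had opposite signs for CDK inhibitors in Sos1 KO (-0.02 and 0.05), for hair follicle stem cell genes (0.02 and -0.07) and adipocytes and muscle (0.04 and -0.02) in Sos2 KO, and for the interferon response in Sos1/2 DKO (0.16 and -0.08). Camera's direction was up although median and mean were negative for CDK inhibitors and immune cells in Sos2 KO. Lists of other cell types gave 0.295, 0.608 and 0.598 for fibroblasts, 0.0663, 0.933 and 0.0594 for immune cells, 0.608, 0.406 and 0.167 for endothelial cells, and 0.0898, 0.615 and 0.095 for adipocytes and muscle. In Sos2 KO, camera also called splicing (1.54e-06), collagens (0.00395), cholesterol synthesis (1.35e-05) and melanocyte genes (0.019), with 0.308, 0.429, 0.179 and 0.438 as the adjusted p with an estimated correlation. Sex-linked genes gave 0.0898, 0.615 and 0.245.

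On the Sos1/2 DKO arrays 465 of 1091 olfactory receptors were called higher and 2 lower (443 and 1 adjusted over the list alone, camera adjusted p = 3.15e-08, and adjusted p = 0.0518 with an estimated correlation). Among 354 vomeronasal and taste receptors 124 were higher (100 adjusted over the list alone, camera adjusted p = 6.93e-05, and again 0.0518 as the adjusted p with an estimated correlation), with a median of 0.28 that was -0.02 after cyclic loess. Among 132 neuronal ion channels and receptors 71 were higher and 3 lower (71 and 3 adjusted over the list alone, camera adjusted p = 1.18e-05, and likewise 0.0518 as the adjusted p with an estimated correlation). Of 60 ribosomal protein genes 22 were lower and 2 higher (18 and 2 adjusted over the list alone, adjusted p = 0.00143, and adjusted p = 0.58 with an estimated correlation), with a median of -0.27 that turned to 0.05 after quantile normalization and 0.23 after cyclic loess, where 23 were higher and 2 lower.

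Of the 35 splits of the Sos1 KO and WT arrays into 4 and 4, 1 called as many probesets as the genotypes did, the real split itself, with 2843 against at most 10 in any other. For Sos2 KO and WT it was again 1 of 35, with 143 against at most 0. No other division of these arrays thus reached either of limma's counts. The smallest share that 35 splits can give is 1 of 35, and every other split mixes the genotypes, so chance is not excluded. Nor do the splits settle the difference of 1441 probesets between the pairs of WT arrays.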
